# Ras/MAPK signalling intensity defines subclonal fitness in a mouse model of hepatocellular carcinoma

**DOI:** 10.7554/eLife.76294

**Published:** 2023-01-19

**Authors:** Anthony Lozano, Francois-Régis Souche, Carine Chavey, Valérie Dardalhon, Christel Ramirez, Serena Vegna, Guillaume Desandre, Anaïs Riviere, Amal Zine El Aabidine, Philippe Fort, Leila Akkari, Urszula Hibner, Damien Grégoire

**Keywords:** oncogenic dosage, tumour heterogeneity, microenvironment, NK cells, liver, Mouse

## Abstract

Quantitative differences in signal transduction are to date an understudied feature of tumour heterogeneity. The MAPK Erk pathway, which is activated in a large proportion of human tumours, is a prototypic example of distinct cell fates being driven by signal intensity. We have used primary hepatocyte precursors transformed with different dosages of an oncogenic form of Ras to model subclonal variations in MAPK signalling. Orthotopic allografts of Ras-transformed cells in immunocompromised mice gave rise to fast-growing aggressive tumours, both at the primary location and in the peritoneal cavity. Fluorescent labelling of cells expressing different oncogene levels, and consequently varying levels of MAPK Erk activation, highlighted the selection processes operating at the two sites of tumour growth. Indeed, significantly higher Ras expression was observed in primary as compared to secondary, metastatic sites, despite the apparent evolutionary trade-off of increased apoptotic death in the liver that correlated with high Ras dosage. Analysis of the immune tumour microenvironment at the two locations suggests that fast peritoneal tumour growth in the immunocompromised setting is abrogated in immunocompetent animals due to efficient antigen presentation by peritoneal dendritic cells. Furthermore, our data indicate that, in contrast to the metastatic-like outgrowth, strong MAPK signalling is required in the primary liver tumours to resist elimination by NK (natural killer) cells. Overall, this study describes a quantitative aspect of tumour heterogeneity and points to a potential vulnerability of a subtype of hepatocellular carcinoma as a function of MAPK Erk signalling intensity.

## Introduction

Tumour subclonal heterogeneity is defined by cancer cells’ intrinsic properties and by phenotypic adaptations to extrinsic signals from the microenvironment (Marusyk et al., 2020). Specific environments are shaped by the physiological constraints imposed by the tumour localization and by the dynamic interactions with the growing tumour (Gerstung et al., 2020). The environment impacts the tumour phenotype, first by triggering adaptive responses from the highly plastic cancer cells (Pastushenko and Blanpain, 2019) and second, by exerting selective pressures, leading to expansion of some, and elimination of other, tumoural subclones (Janiszewska et al., 2019). While the notion of inter- and intra-tumour heterogeneities and their consequences for personalized medicine have gained a strong momentum in the last decade (Losic et al., 2020; Molina-Sánchez et al., 2020), quantitative aspects leading to differences in the intensity of oncogenic signal transduction within the selected, clonal tumour cell populations (see e.g. Gross et al., 2019) are so far understudied.

Genomic analyses identified major oncogenic pathways for numerous tumour types (Sanchez-Vega et al., 2018). For example, hepatocellular carcinoma (HCC) has been classified into several classes, defined by their genomic and physiopathological characteristics (Llovet et al., 2021). While some oncogenic driver mutations fall neatly in such defined categories, for example, mutations that activate the β-catenin pathway or that inactivate the p53 tumour suppressor (Zucman-Rossi et al., 2015), others are frequently present in several different HCC types. An interesting example is the activation of the Ras/MAPK Erk pathway. Although mutations of Ras GTPases are found in only 2–4% of HCC patients, multiple activators and regulators of the pathway, such as FGF19, RSK2, RASAL1, RASSF1, and DUSPs, are more frequently mutated. Altogether, the Ras/MAPK is estimated to be activated in 40% of HCC (Delire and Stärkel, 2015; Lim et al., 2018).

Activation of Ras/MAPK Erk signalling is an essential feature of proliferating cells (Pagès et al., 1993) and the genetic abrogation of several of the components of the pathway gives rise to embryonic lethality due to a decrease in signal intensity (Dorard et al., 2017). Moreover, variations in signal intensity, duration, and tissue-specific context give rise to distinct cellular outcomes (Lenormand et al., 1993; Marshall, 1995; Pouysségur et al., 2002).

In this work, we transformed hepatocyte precursors (bipotent mouse embryonic liver [BMEL] cells) with different number of copies of an oncogenic mutant Ras (H-Ras^G12V^), which entailed variable intensity of signalling through the Ras/MAPK Erk pathway. We show that these cells tolerate a wide range of activated Ras dosage in vitro. In contrast, in vivo tumours display a much narrower range of active Ras levels and the consequent Erk signalling, likely attributable to selective pressures from the microenvironment. Specifically, cells that sustain low levels of Ras/MAPK Erk pathway activation are gradually eliminated from the liver primary tumours. Strikingly, they persist in secondary tumours that develop in the peritoneal cavity. Thus, specific microenvironments present in primary and in metastatic tumour locations, which differ in their macrophage, dendritic, and natural killer (NK) cell immune landscape, select distinct tumoural subclones that are characterized by site-specific Ras signalling dosage.

## Results

### The phenotype of hepatic progenitors is affected by the Ras^G12V^ gene dosage

In order to investigate the consequences of distinct Ras oncogenic dosage on tumour development, we used BMEL, bipotential precursors of the two epithelial hepatic lineages, derived from embryonic mouse liver (Akkari et al., 2010; Strick-Marchand and Weiss, 2003; Strick-Marchand and Weiss, 2002). BMEL are not transformed and retain major characteristics of primary hepatic progenitors, including the capacity to repopulate a damaged adult liver (Strick-Marchand et al., 2004). We have previously reported that the expression of an oncogenic form of Ras (H-Ras^G12V^) is sufficient to transform a subset of BMEL clones (Akkari et al., 2012; Bacevic et al., 2019), including the ones used for the current study. These cells express p19ARF and wild-type p53, but not p16-INK4A (Figure 1—figure supplement 1), which could account for their escape from Ras-induced senescence (Xue et al., 2007).

Because cellular phenotypes are sensitive to the Ras oncogene dosage (Kerr et al., 2016; Mueller et al., 2018) and the signalling intensity of its downstream effector, the MAPK Erk pathway (Dikic et al., 1994; Traverse et al., 1994), we asked whether a specific level of Ras^G12V^ expression was required for hepatic tumour growth in vivo. To obtain cellular populations with distinct levels of Ras^G12V^ expression, BMEL cells were transduced with bicistronic lentiviral vectors encoding H-Ras^G12V^ and either a Venus or a mCherry fluorescent protein (Figure 1A upper). Cells were sorted by flow cytometry on the basis of the fluorescence intensity, giving rise to populations that we named ‘Ras^LOW^’ and ‘Ras^HIGH^’ (Figure 1A middle). Since the parental BMEL cells used in this study were clonally derived, the BMEL-Ras populations were isogenic, except for the copy number and insertion sites of the Ras^G12V^ – Venus/mCherry transgene and the consequent level of their expression. As expected, the expression levels of the fluorescent markers faithfully reflected the Ras oncogene mRNA levels (Figure 1—figure supplement 2) and the mean levels of Ras^G12V^ protein were different in the Ras^LOW^ versus the Ras^HIGH^ populations, as shown for Ras^LOW-Cherry^ and Ras^HIGH-Venus^ in Figure 1A. However, the Ras^LOW^ and Ras^HIGH^ cells, while respectively enriched in weak and strong H-Ras^G12V^ expressors, remained quite heterogeneous with respect to the oncogene expression. Indeed, because of the gates used for sorting, the distribution of Ras expression levels presented an overlap between the two populations (Figure 1 and Figure 1—figure supplement 2). Importantly, neither the level of Ras expression nor the nature of the co-expressed fluorescent protein altered the in vitro proliferation rate of the transformed BMEL cells (Figure 1—figure supplement 3).

**Figure 1.**
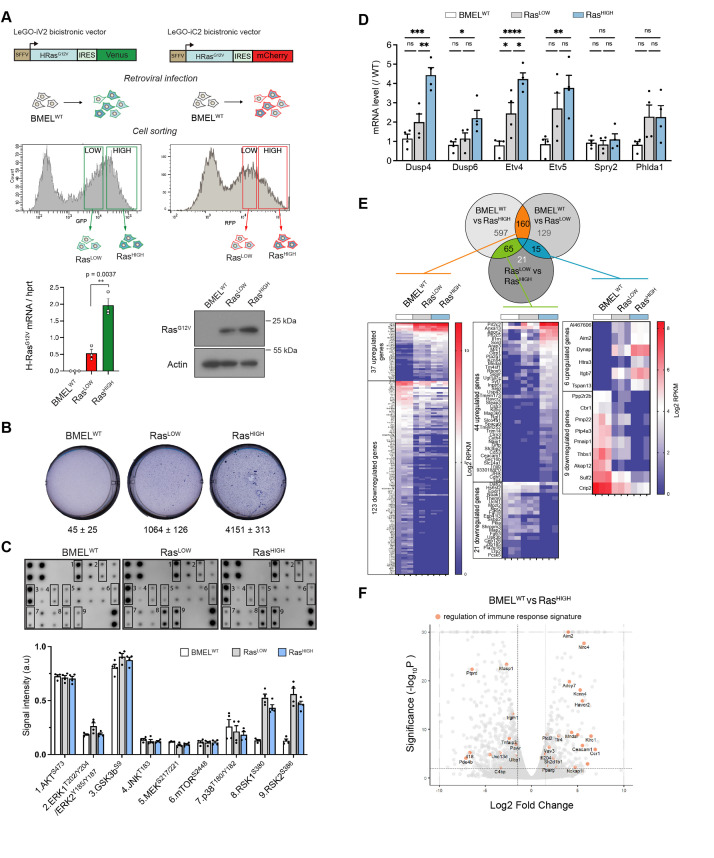
Ras^G12V^ oncogenic dosage controls the phenotype of bipotent mouse embryonic liver (BMEL) cells. (**A**) Bicistronic vectors were used to transduce BMEL cells that were sorted by flow cytometry according to fluorescence intensities, giving rise to Ras^LOW^ and Ras^HIGH^ populations labelled with either Venus or mCherry. Ras^G12V^, Venus and mCherry expression were quantified by RTqPCR (see also Figure 1—figure supplement 1), and results for cell lines BMEL^WT^, Ras^LOW-Cherry^, Ras^HIGH-Venus^ are shown as mean ± SEM. p-Value of unpaired t-test statistical test is shown. Differences in Ras^G12V^ expression were confirmed by western blot analysis (Ras^LOW-cherry^ versus Ras^HIGH-Venus^). Actin was used as loading control. (**B**) Parental non-transformed BMEL (‘BMEL^WT^’), Ras^LOW^ and Ras^HIGH^ cells were seeded in soft agar, stained with crystal violet and counted after 21 days of culture. Representative wells and mean colony numbers ± SEM from two independent experiments performed in triplicate are shown. (**C**) Phosphoprotein array performed on BMEL^WT^, Ras^LOW^, and Ras^HIGH^ cell lines. Bottom panel shows the quantification of duplicates from two independent experiments. a.u.: arbitrary units. (**D**) qPCR quantification of Erk target genes signature in Ras^LOW^ and Ras^HIGH^ BMEL cells normalized to expression in parental BMEL^WT^ cells. Mean and SEM from three to four independent experiments are shown. Statistical significance from unpaired t-test are indicated. (**E**) Venn diagram and heatmaps showing log2 RPKM values of genes regulated by Ras^G12V^ in BMEL cells detected by an RNAseq transcriptomic analysis (log2FC >1.5, p-value <0.01). Genes expressed at low levels (all RPKM log2 values <1) were removed from the analysis. From left to right: 160 genes were modulated by Ras similarly in Ras^LOW^ and Ras^HIGH^ populations, 65 genes were altered only in the Ras^HIGH^ cells and the expression of 15 genes was gradually modulated in the Ras^LOW^ and Ras^HIGH^ populations. (**F**) Volcano plot presentation of deregulated genes in Ras^HIGH^ cells versus parental BMEL cells. Genes belonging to regulation of immune response signature (GO:0050776) are highlighted in orange. ns: not significant, *<0.05, **<0.01, ***<0.001, ****<0.0001. Figure 1—source data 1.Raw western blots for RasG12V expression and phosphoproteome arrays.

**Figure 1—figure supplement 1.**
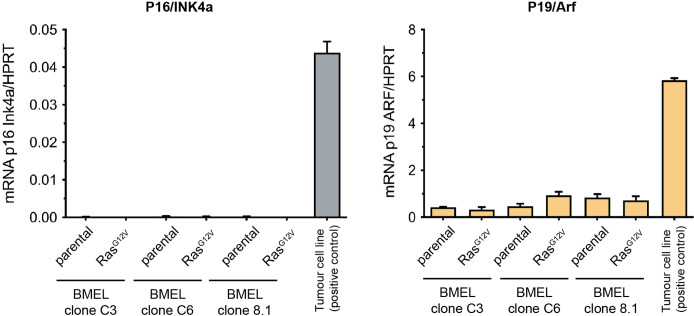
Bipotent mouse embryonic liver (BMEL) clones do not express the p16^INK4A^ tumour suppressor. Quantification of mRNA expression levels of p16^INK4A^ and p19^ARF^ using qRT-PCR performed on three independent BMEL clones (C3, C6 and 8.1) with or without oncogenic Ras expression, as indicated. N-RAS^G12D^ p53^null^ tumour cell line derived from a mouse tumour following a hydrodynamic gene transfer is used as control.

**Figure 1—figure supplement 2.**
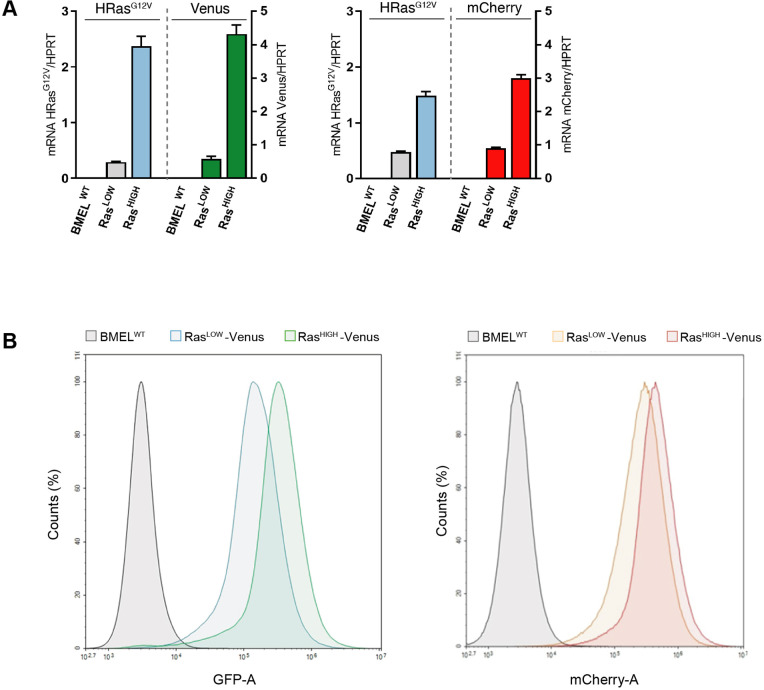
Transgenes expression levels in sorted cell populations. (**A**) RTqPCR quantification of H-Ras^G12V^, Venus and mCherry mRNA expression normalized to Hprt expression in indicated cell populations after cell sorting. Mean value and SD from triplicates are shown. (**B**) Fluorescence intensity profiles of Ras^LOW^ and Ras^HIGH^ Venus (left panel) and mCherry (right panel) sorted BMEL cell populations, showing overlap in transgene expression in populations.

**Figure 1—figure supplement 3.**
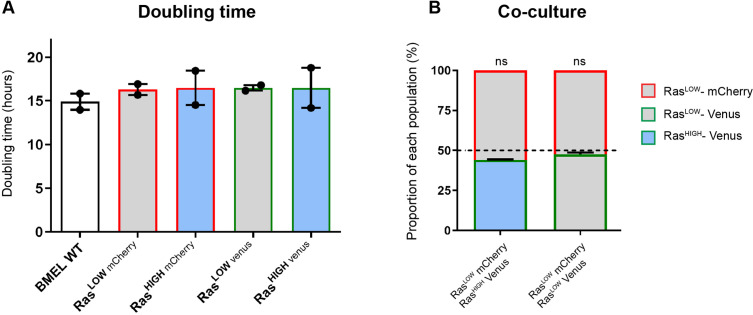
Ras^G12V^ expression level does not change bipotent mouse embryonic liver (BMEL) proliferation rates ex vivo. (**A**) Doubling times in 2D culture for the indicated cell lines. Mean and values from two independent experiments are shown. (**B**) Composition of cellular populations after 5 days of culture of 1:1 mix of Ras^HIGH-Venus^ and Ras^LOW-mCherry^ cells and 1:1 mix of Ras^LOW-Venus^ and Ras^LOW-mCherry^ cells. Mean ± SEM are indicated for three independent experiments. Deviations from the theoretical value of 50% (dashed line) were calculated using one-sample t-test.

While the parental BMEL cells did not form colonies when deprived of anchorage, Ras-transformed cells grew in soft agar, with the Ras^HIGH^ cells giving significantly more colonies than their Ras^LOW^ counterparts in this surrogate assay of transformation (Figure 1B). Several major signal transduction pathways lay downstream of Ras activation. To gain insight into their activation status in H-Ras^G12V^-transformed BMEL cells, we assayed phosphorylation levels of a set of kinases (Figure 1C). Oncogenic Ras had no effect on AKT^S473^ and the GSKb^S9^, two downstream targets of PI(3)K that were strongly phosphorylated both in the parental and in the Ras-transformed cells. Similarly, no differences were detected for JNK and p38 pathway components. In contrast, although this assay did not reveal increased MEK or Erk activation, Ras signalling gave rise to a strong increase in the phosphorylation of Rsk 1 and 2, which are downstream targets of MAPK Erk signalling. Moreover, while the proteomic array assay was not sufficiently sensitive to distinguish between the Ras^LOW^ and Ras^HIGH^ signalling, the oncogenic dosage did translate into differences of the Ras/MAPK Erk signalling, as evidenced by distinct transcriptional signatures of known Erk delayed early target genes (Brant et al., 2017; Figure 1D).

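BMEL cells are bipotential progenitors derived from mouse embryonic liver, and the RasLOW and RasHIGH populations are BMEL cells that carry H-Ras G12V and were sorted by the intensity of a fluorescent reporter, Venus or mCherry. RNA of 3 cultures each of control BMEL cells (BMEL WT, described in the sample labels as carrying an empty vector), RasLOW and RasHIGH cells was sequenced. The authors aligned the reads to the mm9 genome and deposited raw counts of reads per gene, without normalization, for 24984 genes named by symbol and Entrez identifier. Total counts per library lay between 24085260 and 26984265 (median 26848319) in BMEL WT, between 23308427 and 28205198 (median 27224551) in RasLOW and between 20818989 and 25227644 (median 22363304) in RasHIGH cells. At this depth the smallest level that 3 counts could show was between 0.106 and 0.144 counts scaled to library size (CPM) across these 9 libraries, which covers counting error only. Each pair of groups was compared by edgeR's quasi-likelihood test after TMM normalization and its default filter on low counts, with Benjamini-Hochberg adjustment over all genes tested. CPM values were scaled by the TMM factors of the libraries compared, and errors beside them are SDs over 3 cultures. Standard errors of log2 fold changes were derived from the F statistic of the test. Replicate numbers were not used as a block, because libraries with the same number did not vary together: the mean correlation across genes of their deviations was -0.13 for RasLOW with BMEL WT, 0.06 for RasHIGH with BMEL WT and -0.31 for RasHIGH with RasLOW, where genes are not independent replicates. With the replicate number as a block, the numbers of genes past the paper's thresholds were 495, 1125 and 216 for these comparisons. BMEL WT replicates 1 and 2 were sequenced in lane 3 and all other cell line libraries in lane 4, so the comparisons with BMEL WT could not be repeated within both lanes.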

In order to further investigate how the intensity of Ras signalling governs the hepatic transcriptional programmes, we performed RNAseq analysis of parental BMEL, Ras^LOW^ and Ras^HIGH^ cells in culture. 

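In RasLOW against BMEL WT cells, 542 of 12307 genes tested had an absolute log2 fold change above 1.5 and an unadjusted p-value under 0.01, of which 106 were higher and 436 lower in RasLOW. In RasHIGH against BMEL WT cells, 1190 of 12331 genes passed, 446 higher and 744 lower. Between RasHIGH and RasLOW cells, 253 of 11962 genes passed, 147 higher and 106 lower in RasHIGH. Together, 1301 genes passed in at least 1 comparison. With the adjusted p-value held to the same threshold, 95 genes passed in RasLOW and 743 in RasHIGH against BMEL WT, and 0 passed between RasHIGH and RasLOW, where 1170 genes had an unadjusted p-value under 0.05. All 3 numbers depend on the model, by counts made after the data were seen. With adjusted p-values of DESeq2 they were 501, 1168 and 174, with those of edgeR's exact test 518, 1216 and 182, and with the replicate number as a block 1, 554 and 0. The 3 libraries of each group did not overlap in 28.3% of the genes tested in RasLOW against BMEL WT, 43.0% in RasHIGH against BMEL WT and 15.9% in RasHIGH against RasLOW, where chance gives 10%. Among the largest changes in RasHIGH cells, Cxcl12 had no counts in RasHIGH cells, against 59.9 ± 21.7 CPM in BMEL WT, so that it was at least 416-fold lower (adjusted p = 5.36e-04 from edgeR's quasi-likelihood test). Tmem132c rose from 0.125 ± 0.0826 CPM in BMEL WT to 19.1 ± 1.61 CPM in RasHIGH cells, a log2 fold change of 7.16 (standard error 0.36, adjusted p = 1.25e-04). Between the Ras populations, Slco4a1 rose from 1.18 ± 0.328 CPM in RasLOW to 21.9 ± 6.85 CPM in RasHIGH cells, a log2 fold change of 4.18 (standard error 0.38, adjusted p = 0.0200).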

Setting the thresholds at fold change log2=1.5 and p-value <0.01 identified over 1000 genes modulated by Ras^G12V^ signalling in these hepatic progenitor cells (Figure 1E). The expression of 160 genes was modulated by Ras independently of its mean expression level in the tested population (Figure 1E left, Supplementary file 1a), thus representing a gene signature for the low threshold Ras/MAPK signalling. 

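In the deposited counts, 70 genes rose and 329 fell past the thresholds in both RasLOW and RasHIGH against BMEL WT cells without passing between RasHIGH and RasLOW. Every one of the 160 genes of Supplementary file 1a was in the deposited table and changed in the direction listed in both populations, and 132 of them were among those found here. The RasLOW comparison called 146 of the 160 and the RasHIGH comparison 157, while 12 also passed between RasHIGH and RasLOW. The median absolute difference between the log2 fold changes of RasHIGH against BMEL WT computed here and the paper's listed ones was 0.022. Counting only genes with an adjusted p-value under 0.01 in both comparisons left 89 genes, a number that ran from 1 with the replicate number as a block to 407 with the exact test in counts made after the data were seen. The legend of Fig. 1E leaves out genes with low RPKM (reads scaled to gene length and library size) in all samples. The counts above did not use that filter. With only genes kept that reached 2 RPKM in 1 library, chosen after the data were seen, 46 rose and 167 fell. Some of the genes changed in both populations lie side by side on chromosome 10 of mm9. Nup107 lies from 117187680 to 117229761 and had a log2 fold change of 3.58 in RasLOW and 3.98 in RasHIGH cells. Its neighbour Rap1b lies from 117251527 to 117282991, and its log2 fold changes were 3.15 and 3.95. The paper takes the genes changed at both levels of Ras as a signature of a low threshold of Ras/MAPK signalling.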

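Genes that passed the thresholds in the same direction in RasHIGH cells against both BMEL WT and RasLOW cells, and not in RasLOW against BMEL WT, numbered 151. Of these, 96 were higher and 55 lower in RasHIGH cells. With the filter at 2 RPKM in 1 library, which follows Fig. 1E, the number was 86. All 65 genes of Supplementary file 1b were in the deposited table and changed in the listed direction in RasHIGH cells. Of these 65, 44 were among the 151, 62 passed against BMEL WT, 59 passed against RasLOW and 13 passed in RasLOW against BMEL WT. With the adjusted p-value in place of the unadjusted one, 0 genes met this definition by the quasi-likelihood test, against 108 with the adjusted p-value of DESeq2 and 110 with that of the exact test, counts made after the data were seen.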

In a second group of 65 genes, target gene expression was modified only in the Ras^HIGH^ cells (Figure 1E middle, Supplementary file 1b). For these genes, a high-intensity Ras signalling is required for the mRNA accumulation. Finally, the third group contains the genes expression of which correlated with the mean level of Ras expression. We identified six genes (*Al467606, Aim2, Dynap, Htra3, Itgb7, Tspan13*) whose expression was gradually increased in Ras^LOW^ and Ras^HIGH^ cell populations (Figure 1E right, Supplementary file 1c). Similarly, we found nine genes (*Ppp2r2b, Cbr1, Pmp22, Ptp4a3, Pmaip1, Thbs1, Akap12, Sulf2, Crip2*) the expression of which was gradually repressed. Thus, our analysis identifies novel sets of quantitatively regulated Ras/MAPK target genes in hepatic cells. 

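The group of genes that passed the thresholds in the same direction in all 3 comparisons held 65 genes, 22 rising and 43 falling with Ras. With the filter at 2 RPKM in 1 library, which follows Fig. 1E, it held 26. Aim2 (Entrez 383619, chromosome 1 from 175281010 to 175396171 of mm9) was at 3.38 ± 0.950 CPM in BMEL WT, 11.7 ± 4.28 CPM in RasLOW and 52.8 ± 3.46 CPM in RasHIGH cells (SD, n = 3). Its log2 fold change was 1.78 (standard error 0.35, adjusted p = 0.0314) for RasLOW against BMEL WT and 2.18 (standard error 0.27, adjusted p = 0.0741) for RasHIGH against RasLOW by edgeR's quasi-likelihood test. With each library left out in turn, the latter stayed between 2.01 and 2.51. Dynap rose from 0.404 ± 0.123 CPM in BMEL WT to 23.1 ± 16.6 CPM in RasLOW and 97.8 ± 10.1 CPM in RasHIGH cells. Itgb7 rose from 1.31 ± 0.0993 CPM in BMEL WT to 50.3 ± 29.2 CPM in RasLOW and 158 ± 32.7 CPM in RasHIGH cells. AI467606 rose from 2.17 ± 0.598 CPM in BMEL WT to 11.8 ± 3.67 CPM in RasLOW and 40.9 ± 8.70 CPM in RasHIGH cells. Tspan13 rose from 1.72 ± 0.886 CPM in BMEL WT to 6.60 ± 2.05 CPM in RasLOW and 25.3 ± 8.19 CPM in RasHIGH cells. Itgb7 had the smallest step between RasLOW and RasHIGH of the 6 genes, with a log2 fold change of 1.66 (standard error 0.48, adjusted p = 0.267) against RasLOW. Htra3 rose from 1.71 ± 1.63 CPM in BMEL WT to 6.22 ± 1.39 CPM in RasLOW and 22.7 ± 7.44 CPM in RasHIGH cells. Htra3 passed in RasHIGH against BMEL WT and against RasLOW, but its log2 fold change of 1.86 in RasLOW against BMEL WT had an unadjusted p-value of 0.0422 by the same edgeR test. In each of the 6 genes the 3 groups of libraries did not overlap. Adjusted p-values between RasHIGH and RasLOW lay between 0.0741 for Aim2 and 0.267 for Itgb7 by the quasi-likelihood test, but across the alternatives they ran from 3.33e-10 to 0.319 for Aim2 and from 0.0210 to 0.648 for Itgb7, so they depend on the test.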

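Sulf2 (Entrez 72043, chromosome 2 from 165898589 to 165981163 of mm9) was the only one of the 9 genes with an adjusted p-value under 0.05 in each comparison of the 3 cell populations by the quasi-likelihood test, which does not hold for every test. It was at 389 ± 28.9 CPM in BMEL WT, 86.0 ± 19.2 CPM in RasLOW and 15.9 ± 1.30 CPM in RasHIGH cells (SD, n = 3), and its log2 fold change between RasHIGH and RasLOW was -2.43 (standard error 0.21, adjusted p = 0.0200) by edgeR's quasi-likelihood test. Akap12 (chromosome 10 from 5987073 to 6080212) fell from 356 ± 127 CPM in BMEL WT to 9.30 ± 5.60 CPM in RasLOW and 0.917 ± 0.289 CPM in RasHIGH cells, with a log2 fold change between the Ras populations of -3.33 (standard error 0.53, adjusted p = 0.0842). Ptp4a3 fell from 136 ± 18.7 CPM in BMEL WT to 8.49 ± 5.49 CPM in RasLOW and 0.515 ± 0.176 CPM in RasHIGH cells. Ppp2r2b fell from 49.5 ± 4.83 CPM in BMEL WT to 6.73 ± 4.27 CPM in RasLOW and 0.178 ± 0.0151 CPM in RasHIGH cells. Thbs1 fell from 447 ± 187 CPM in BMEL WT to 38.0 ± 8.17 CPM in RasLOW and 10.4 ± 6.10 CPM in RasHIGH cells. Crip2 fell from 343 ± 108 CPM in BMEL WT to 63.1 ± 13.3 CPM in RasLOW and 20.4 ± 8.53 CPM in RasHIGH cells. Pmp22 fell from 63.0 ± 25.4 CPM in BMEL WT to 12.4 ± 4.56 CPM in RasLOW and 2.65 ± 1.36 CPM in RasHIGH cells. Cbr1 fell from 14.0 ± 6.11 CPM in BMEL WT to 2.60 ± 0.850 CPM in RasLOW and 0.374 ± 0.304 CPM in RasHIGH cells. Pmaip1 fell from 93.0 ± 11.3 CPM in BMEL WT to 20.9 ± 5.37 CPM in RasLOW and 4.24 ± 1.47 CPM in RasHIGH cells. Pmaip1 is also a target of p53, and 13 of 14 other p53 target genes examined were lower in both Ras populations than in BMEL WT. Across the alternatives, adjusted p-values between the Ras populations ran from 3.90e-08 to 0.319 for Pmaip1, from 1.69e-07 to 0.337 for Akap12 and from 0.00140 to 0.543 for Thbs1. The smallest step between RasLOW and RasHIGH was that of Crip2, a log2 fold change of -1.62 (standard error 0.34, adjusted p = 0.155). In all 9 genes every RasHIGH library lay below every RasLOW library and every RasLOW library below every BMEL WT library. All 9 passed the thresholds in each comparison, and 14 of the 15 genes of Supplementary file 1c were in the group found here. From the graded change across the 3 populations, the paper concludes that these genes are quantitatively regulated by Ras/MAPK signalling in hepatic cells.

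**Figure D1:**
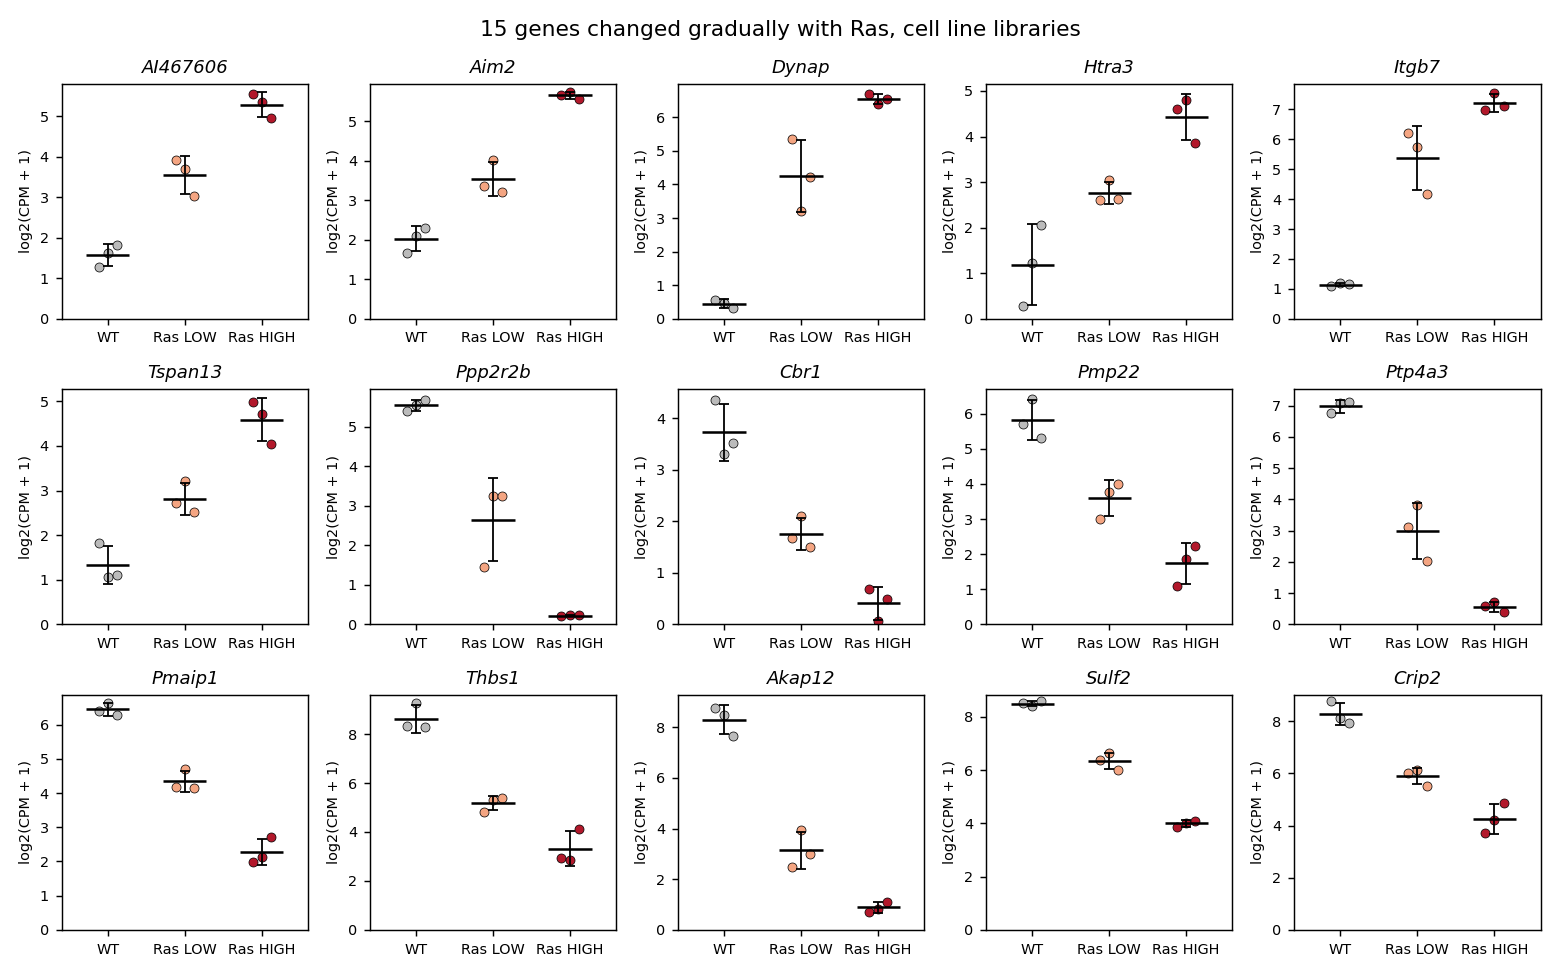
Expression of the 15 genes in the cell line libraries, as log2(CPM + 1) with TMM factors over all 25 libraries. Points are cultures, horizontal lines are means and error bars SDs (n = 3). Aim2 rises and Sulf2 falls from BMEL WT through RasLOW to RasHIGH cells, with no overlap between groups.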

In the general framework of questioning the impact of Ras oncogenic dosage on the tumour-stroma interactions, we note the presence of genes in the gene ontology (GO) category of immune response regulation (Figure 1F).

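Of the gene names legible on the volcano plot of Fig. 1F, 14 lie on its upper side and 8 on its lower side, and all 22 passed the thresholds in the listed direction in RasHIGH against BMEL WT cells. All 22 had an adjusted p-value under 0.05, both over all genes tested and over the list alone. The list was drawn by the paper from these libraries, so this shows no stability beyond them. The log2 fold changes lay between 1.84 and 6.37 for the 14 genes that rose and between -7.00 and -1.80 for the 8 that fell. Kcnn4 rose from 1.60 ± 0.208 CPM in BMEL WT to 61.9 ± 17.8 CPM in RasHIGH cells, with a log2 fold change of 5.24 (standard error 0.27, adjusted p = 1.34e-04) by edgeR's quasi-likelihood test. Tlr4 (chromosome 4 from 66488618 to 66591318 of mm9) rose from 2.30 ± 1.06 CPM to 17.9 ± 4.93 CPM, with a log2 fold change of 2.94 (standard error 0.38, adjusted p = 0.00258). Masp1 fell from 362 ± 29.5 CPM to 54.9 ± 23.5 CPM, with a log2 fold change of -2.74 (standard error 0.30, adjusted p = 0.00144). Ptprd fell from 6.90 ± 1.34 CPM to 0.0789 ± 0.0997 CPM, which lies below the level that 3 counts can show. With only the genes kept that reached 2 RPKM (reads scaled to gene length and library size) in 1 library, a filter added after the data were seen, 14 of the 22 were called.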

### Specific Ras^G12V^ gene dosage is selected during tumour growth

Orthotopic injections of 10^5^ BMEL-Ras cells into immunocompromised recipients systematically gave rise within 3–4 weeks to hepatocellular tumours at the site of injection as well as to frequent extrahepatic growth in the peritoneal cavity. First, we concentrated on primary tumours arising in the liver. Allografts of Ras^LOW^ and Ras^HIGH^ cells both produced poorly differentiated and fast growing, aggressive tumours, as witnessed by their overall size, high proliferation index, and typically a multi-nodular morphology (Figure 2A). In accordance with their superior capacity for anchorage-independent growth (Figure 1B), the Ras^HIGH^ cells gave rise to significantly larger tumours than their Ras^LOW^ counterparts, indicating that high level of Ras signalling conferred a selective advantage in vivo. To validate this observation*,* we next performed orthotopic injections of a 1:1 mix of Ras^HIGH^-Venus:Ras^LOW^-mCherry cells. The in vivo seeding efficiencies of Ras^HIGH^ and Ras^LOW^ cells were indistinguishable, since equal numbers of Venus and mCherry-labelled cells were detected at early times (5 days) post-injection (Figure 2B). However, as the tumours grew, a clear imbalance between the two populations became apparent, with Ras^HIGH^ cells becoming the dominant population in tumours already at day 10, which was further confirmed in full-grown tumours 21 days post-injection (Figure 2B). This was not due to an artefactual effect of the fluorescent markers, as switching the fluorescent labels between the Ras^HIGH^ and Ras^LOW^ cells had no impact on the dominance of Ras^HIGH^ cells. Furthermore, cells labelled with Venus or mCherry that expressed comparable Ras levels contributed equally to orthotopic tumours (Figure 2B lower).

**Figure 2.**
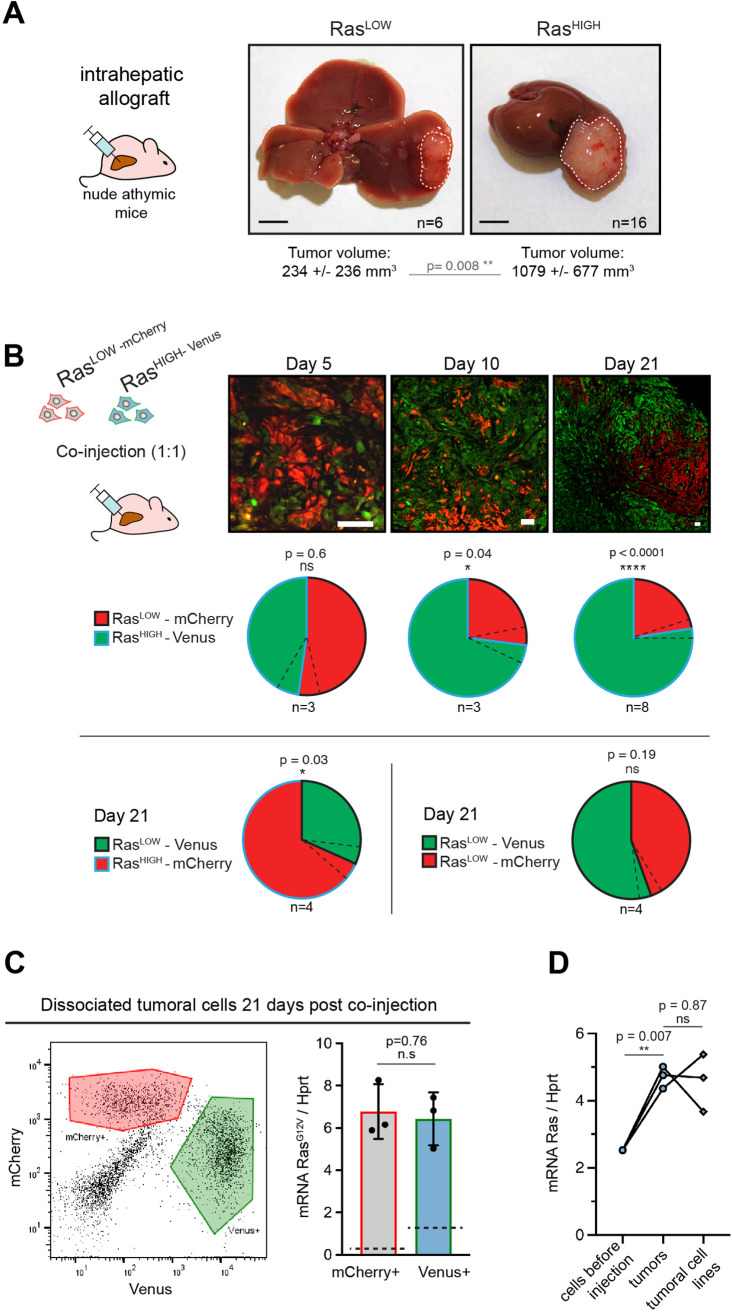
High level of Ras expression confers a selective advantage during in vivo tumour growth. (**A**) Macroscopic liver tumours 3 weeks after intrahepatic injection of 10^5^ Ras^LOW^ or Ras^HIGH^ bipotent mouse embryonic liver (BMEL) cells, as indicated. Mean ± SD volumes are indicated, with statistical significance of unpaired t-test. Scale bars: 5 mm. (**B**) Mice were injected orthotopically with a 1:1 mix of Ras^HIGH-Venus^ (green) and Ras^LOW-mCherry^ (red) cells and sacrificed at day 5, 10, and 21, as indicated. Representative images of tumour sections are shown in the upper panels. Different magnifications were used to take into account the tumour growth (scale bars: 50 μm). Contribution of Ras^HIGH^ and Ras^LOW^ cells to the tumour composition was estimated by image analysis and flow cytometry, which gave identical results. Mean ± SEM (dashed lines) are shown. The significance of deviations from the theoretical value of 50% (i.e. no selective advantage) was calculated by the one-sample t-test. (**C**) Cells from dissociated tumours were sorted by flow cytometry (left panel) and the mean expression of Ras^G12V^ in Venus- and mCherry-labelled populations was quantified by RTqPCR. Mean ± SEM from three independent tumours are shown. Dashed lines indicate the mean level of expression of Ras^G12V^ in the population of cells prior to injection. (**D**) Mean Ras^G12V^ expression level quantified by RTqPCR in Ras^HIGH^ cells before injection, cells freshly isolated from the tumours as well as in cell lines isolated from tumours kept in culture for 14 days. Unpaired t-test statistical significance is indicated. ns: not significant, *<0.05, **<0.01, ****<0.0001.

We next enquired about the selective processes within each (i.e. Ras^HIGH^ and Ras^LOW^) subpopulation within the tumours. Of note, and as expected from the gating in the cell sorting (Figure 1A), while the mean Ras^G12V^ level was significantly different, there was an overlap of the oncogene dosage between the two injected populations (Figure 1—figure supplement 2). Tumours collected at day 21 post-engraftment were dissociated, and Venus+ or mCherry+ cells were sorted by flow cytometry (Figure 2C left panel). Interestingly, RTqPCR analysis specific for the Ras^G12V^ revealed that both cellular populations composing the tumour expressed identical level of the oncogene (Figure 2C right panel). This suggests that selective pressures operating during the in vivo tumour growth allow the expansion of a population with a defined level of Ras oncogene expression, independently of which parental population they originate from. Since fewer cells in the Ras^LOW^ population fell within the range of this ‘optimal’ oncogene dosage, they were underrepresented in the fully grown tumour at the end of the experiment. Finally, cell lines established from the orthotopic tumours maintained the high level of Ras expression in vitro (Figure 2D), providing further support to the idea of pre-existing clones undergoing selection in vivo.

### Site specific tumour microenvironment selects distinct levels of oncogene dosage

Human HCC give rise mainly to intrahepatic metastases, but extrahepatic invasion also occurs (Katyal et al., 2000). This is also the case in our animal model of HCC orthotopic allografts. Indeed, in addition to intrahepatic tumour spread, we consistently observed tumours in the peritoneal cavity, morphologically resembling the paired liver tumours (Figure 3A). Extrahepatic tumours likely arose from cell leakage during the surgical procedure of intrahepatic injection, since peritoneal lavage performed after surgery contained low but detectable numbers (<0.5%) of Venus-labelled cells. In this scenario, tumour initiation would be expected to be synchronous at the two locations.

**Figure 3.**
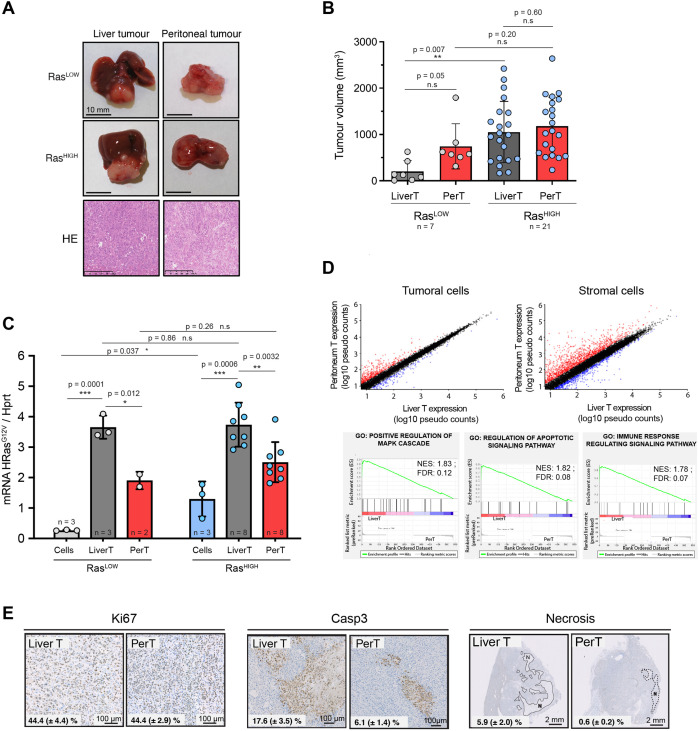
Distinct tumour environments select a site-specific range of optimal Ras signalling intensity. (**A**) Representative images of paired liver and peritoneal tumours collected 3 weeks after injection of BMEL-Ras^LOW-Cherry^ and Ras^HIGH-Venus^ cells, as indicated. Lower panel shows hematoxylin/eosin (HE) stainings. (**B**) Quantification of liver and peritoneal tumour volumes from three independent experiments (mean ± SD). LiverT: liver tumour, PerT: peritoneal tumour. Unpaired t-test p-values are indicated. (**C**) Liver and peritoneal tumours resulting from injection of Ras^LOW-mCherry^ or Ras^HIGH-Venus^ cells, as indicated, were dissociated and fluorescent cells were sorted by flow cytometry. Ras^G12V^ expression levels in cells prior to injection and in cells purified from the tumours were quantified by Taqman RTqPCR. Mean ± SD are shown. Unpaired t-test p-values are shown. (**D**) Scatter plots representation of gene expression in tumoural and stromal cells from liver and peritoneal tumours. Pseudo counts mean value from four independent samples is shown. Genes upregulated or downregulated (ratio >2) in perT versus LiverT are shown in red or blue, respectively. Lower panels show the enrichment plot for the indicated gene ontology (GO) terms: positive regulation of MAPK cascade, regulation of apoptotic signalling, immune response regulation. (**E**) Immunohistochemical analysis of cell proliferation, apoptotic cell death, and necrotic areas in Ras^HIGH^ liver and peritoneal tumours. Numbers on each panel represent mean ± SEM from the analysis of duplicate tumour sections from seven animals. ns: not significant, *<0.05, **<0.01, ***<0.001.

To gain further insight into the characteristics of tumour growth in the primary and metastatic sites, we analysed hepatic and peritoneal tumours generated following injections of either Ras^HIGH^ or Ras^LOW^ cell populations. Strikingly, whereas Ras^LOW^ cells gave significantly smaller hepatic tumours than Ras^HIGH^ cells, this difference was abolished with regard to peritoneal tumours (Figure 3B). Altogether, these results confirm that the Ras^LOW^ population contained fewer cells capable of initiating and/or sustaining tumour growth in the liver. In contrast, there appears to be no selective advantage for Ras^HIGH^ cells to establish tumours in the peritoneal cavity.

To further investigate the hypothesis that tumourigenesis at both tissue locations was regulated by the intensity of Ras signalling, we improved the precision of the quantification of the in vivo oncogenic dosage. To do so, we used flow cytometry to separate tumoural from stromal cells derived from liver primary tumours and from the matched peritoneal ones. RTqPCR analyses confirmed the increased oncogenic dosage in the in vivo-grown cells compared to the in vitro-grown parental ones and revealed a significantly higher mean level of Ras^G12V^ expression in the primary versus the peritoneal tumours (Figure 3C). Strikingly, the mean level of the oncogene expression was again independent of the origin of the engrafted cells (i.e. Ras^HIGH^ versus Ras^LOW^ populations). Overall, these data support the conclusion that tissue-specific selective pressures favour distinct oncogenic Ras levels.

To address the mechanistic basis for this phenomenon, we performed transcriptomic profiling of Venus+ tumour cells isolated from the primary and the metastatic sites. This analysis identified approximately 160 genes differentially expressed in the liver and peritoneal tumour cells (log2 fold change >1; p<0.05; Supplementary file 1d). 

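Tumours of the liver and of the peritoneal cavity were taken from 4 mice, and Venus-positive tumour cells and Venus-negative stromal cells of each tumour were sorted and sequenced, giving 16 libraries with 1 liver and 1 peritoneal library of each kind per mouse. The authors deposited raw read counts of these libraries in the same table as those of the cell lines. Total counts lay between 31056484 and 43489904 (median 35582380) in liver tumour cells and between 26496363 and 51241336 (median 33374716) in peritoneal tumour cells. In stromal cells they lay between 27048224 and 40345401 (median 29964342) in the liver and between 23129017 and 32723797 (median 28808566) in the peritoneum. A level of 3 counts corresponded to between 0.0585 and 0.113 CPM in tumour cells and between 0.0744 and 0.130 CPM in stromal cells. The sites were compared without mouse as a block, as the paper's methods name none, although each mouse gave both tumours. Deviations of libraries from the same mouse had a mean correlation across genes of -0.04 in tumour cells and 0.19 in stromal cells. Between different mice it was 0.01 and -0.06. With mouse as a block, 374 genes in tumour cells (153 higher and 221 lower in the liver) and 2115 in stromal cells passed the paper's thresholds. CPM values are given with SDs over 4 mice, and the counts do not separate RNA of the sorted cells from RNA of other cells carried along with them.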

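Of 13074 genes tested between liver and peritoneal tumour cells, 460 had an absolute log2 fold change above 1 and an unadjusted p-value under 0.05, 150 higher and 310 lower in the liver. With the adjusted p-value in its place, 150 genes passed, 50 higher and 100 lower in the liver, and with mouse as a block as well, a count made after the data were seen, 50 passed. The groups of 4 libraries did not overlap in 12.1% of the genes tested, where chance gives 2.86%. With no filter on low counts, 1025 genes passed. Without the peritoneal library of mouse 1, most genes were on the other side, with 333 higher and 214 lower in the liver. Supplementary file 1d lists 158 genes, of which 157 were found in the table and 133 were tested, and all 133 passed in the listed direction. Several of the largest changes were in genes of liver cells. Fga (Entrez 14161, chromosome 3 from 82830075 to 82838036 of mm9), which encodes a fibrinogen chain, was at 4.45 ± 3.90 CPM in liver tumour cells and had no counts in peritoneal tumour cells, so that it was at least 39.3-fold higher in the liver (adjusted p = 0.0189 from edgeR's quasi-likelihood test). Clec4f, a gene of Kupffer cells, was at 1.78 ± 1.23 CPM in liver tumour cells and also had no counts in peritoneal ones, at least 15.7-fold higher. On the peritoneal side, the fibroblast gene Postn was at 23.9 ± 26.2 CPM, against 0.606 ± 0.0299 CPM in liver tumour cells, with a log2 fold change of -5.31 (standard error 0.73, adjusted p = 0.00828). Some called genes were more than 2 times as abundant in the stromal libraries of the same site as in its tumour cells. They made up 32% of those higher in the liver and 78.7% of those higher in the peritoneum. Among genes of similar counts that were not called, the shares were 31.3% and 37.5%. Leaving out all genes more than 2 times as abundant in stromal as in tumour cell libraries left 145 genes, 86 higher and 59 lower in the liver.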

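The Gene Ontology sets used by the paper could not be repeated from the files, so Reactome sets for mouse genes were ranked by the log2 fold change between liver and peritoneal tumour cells with fgsea. Of 666 sets of 15 to 500 genes, 47 had an adjusted p-value under 0.25, 13 higher in the liver and 34 in the peritoneum, and 19 had one under 0.1, 5 higher in the liver and 14 in the peritoneum. The set for degradation of the extracellular matrix had a normalized enrichment score of -2.21 (adjusted p = 3.48e-07 from fgsea on the edgeR log2 fold changes). Without the genes more abundant in stromal cells its score was 1.26 (adjusted p = 0.844 from fgsea on the same edgeR values), and 12 sets in all passed, 8 higher in the liver and 4 in the peritoneum. Among sets that name MAPK, those that link p130Cas and GRB2:SOS to MAPK signalling for integrins both had a score of 2.07 (adjusted p = 0.0358 from fgsea on the edgeR values). Both contain the fibrinogen genes Fga, Fgb and Fgg. The set for gastrin-CREB signalling via PKC and MAPK was higher in the peritoneum, with a score of -1.55 (adjusted p = 0.222 from fgsea). With mouse as a block it did not pass (score -1.35, adjusted p = 0.596 from fgsea), while the integrin sets did (adjusted p = 0.0148 each). The set of ERK MAPK targets had a score of 0.59 and that of nuclear events mediated by MAP kinases a score of -0.33, each with an adjusted p of 1. Ranking by the signed square root of the F statistic in place of the log2 fold change gave 306 sets, and with mouse as a block 21 sets passed. These p-values come from permuting genes, which vary together within a library. Among 8 splits of the libraries that part the pair of each mouse, all gave at least 47 sets, up to 296. The number of sets therefore carries no information about the sites.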

GO analysis using GSEA identified 27 enriched gene sets (25 in liver and 2 in peritoneum; p-value <0.01 and FDR <0.1. Supplementary file 1e). 

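The 6 delayed early Erk target genes that the paper measured in the cell lines, Dusp4, Dusp6, Etv4, Etv5, Spry2 and Phlda1, had a mean log2(CPM + 1) of 7.20 ± 0.08 (SD, n = 4 mice) in liver tumour cells and 7.32 ± 0.08 (SD, n = 4) in peritoneal tumour cells. The difference of -0.12 was not larger than expected from regrouping the 8 libraries (two-sided exact permutation test, p = 0.114, where the smallest possible p is 0.0286). It was negative in each of the 4 mice, from -0.21 to -0.08 (exact permutation within mice, p = 0.125, the smallest possible). With the median over the 6 genes in place of the mean, the difference was 0.02. Between RasHIGH and RasLOW cells, none of the 6 genes had an adjusted p-value under 0.101 across the edgeR and DESeq2 settings. Their mean therefore cannot decide whether MAPK signalling differed between the sites. Etv4 was at 125 ± 18.8 CPM in liver and 146 ± 18.0 CPM in peritoneal tumour cells, a log2 fold change of -0.22 (standard error 0.12, adjusted p = 0.338) by edgeR's quasi-likelihood test, and none of the 6 genes had an adjusted p-value under 0.136, that of Etv5.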

Importantly, it confirmed the increase of MAPK signalling in the liver and identified apoptotic processes and the regulation of the immune response among the gene sets differentially regulated in the two locations (Figure 3D). As expected, comparison of transcriptomic profiles from stromal cells of liver and peritoneal tumours pinpointed higher diversity (2260 genes for log2 fold change >1; p<0.05; Figure 3D).

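In stromal cells, 2107 of 14755 genes tested passed the same thresholds, 569 higher and 1538 lower in the liver. With adjusted p-values, 1968 genes passed, 496 higher and 1472 lower in the liver. The 4 liver and 4 peritoneal libraries did not overlap in 33.5% of the genes tested. With each library left out in turn, between 2059 and 2349 genes passed.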

Both the hepatic and the peritoneal tumours were highly proliferative (Figure 3E). Interestingly, while the cultured BMEL cells expressing either high or low levels of the Ras^G12V^ oncogene have comparable, low, apoptotic indexes, hepatic tumours contain a higher proportion of cleaved caspase 3-positive cells than their peritoneal counterparts (Figure 3E). Moreover, in the liver, and much less so in the peritoneum, caspase 3-positive cells often surround large necrotic areas, indicating that the cell death in an expanding liver tumour is quite substantial, suggesting an evolutionary trade-off for the high oncogene dosage in the liver tumours.

### Immune cell contexture differs in primary and metastatic-like tumours

We next interrogated the interplay between the tumour cells and their local microenvironments that shape the oncogenic expression profile. 

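Many of the largest differences between stromal cells of liver and peritoneal tumours were in genes of the tissue around the tumours. Clec4f, which marks Kupffer cells (Entrez 51811, chromosome 6 from 83594536 to 83606181 of mm9), was at 102 ± 63.0 CPM in liver stroma (SD, n = 4) and had no counts in peritoneal stroma, so that it was at least 786-fold higher in the liver (adjusted p = 9.21e-05 from edgeR's quasi-likelihood test). Alb, which encodes albumin, was at 50.8 ± 42.0 CPM in liver stroma, while no peritoneal stroma library held more than 1 count of it. Cilp (chromosome 9 from 65112987 to 65128413) was at 557 ± 312 CPM in peritoneal and 0.293 ± 0.312 CPM in liver stroma, with a log2 fold change of -10.72 (standard error 0.66, adjusted p = 4.98e-06). Angptl1, at 28.4 ± 6.64 CPM in peritoneal stroma, was at least 256-fold lower in the liver.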

The transcriptomic profiling of the stromal component of liver and peritoneal tumours revealed a number of differentially expressed genes, as expected for distinct tumour locations. Cibersortx deconvolution of the immune component of the stroma (Newman et al., 2019) did not show strong differences in the numbers of intra-tumoural macrophages at the two locations (Figure 4A). However, independent RTqPCR profiling of macrophage polarization markers did suggest a more immunosuppressive, less inflammatory microenvironment in the peritoneum (Figure 4B, Figure 4—figure supplement 1).

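The deconvolution itself could not be repeated, as its signature matrix is not part of the files, and the mean log2(CPM + 1) of marker genes was taken in its place. For 8 macrophage genes (Adgre1, Cd68, Csf1r, Mertk, Fcgr1, C1qa, C1qb and C1qc) it was 8.42 ± 0.15 (SD, n = 4 mice) in liver stroma and 8.35 ± 0.36 (SD, n = 4) in peritoneal stroma. The difference of 0.07 lay within the spread between mice (two-sided exact permutation test, p = 0.857, or 0.857 after adjustment over 4 marker lists) and was positive in 3 of the 4 mice. Scaled in each library to Ptprc, Laptm5 and Coro1a, genes of all leukocytes, the difference was -0.55, in the opposite direction (exact permutation test, p = 0.0286). The scaling takes the same 0.62, the difference of these 3 genes, from every marker list. Csf1r (chromosome 18 from 61265226 to 61291803 of mm9) was at 1312 ± 75.5 CPM in liver and 993 ± 157 CPM in peritoneal stroma, with a log2 fold change of 0.41 (standard error 0.12, adjusted p = 0.0270) by edgeR's quasi-likelihood test. Each of the other genes had an adjusted p-value of 0.115, that of Mertk, or above. From the deconvolution, the paper states that macrophage numbers did not differ strongly between the sites.

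**Figure D2:**
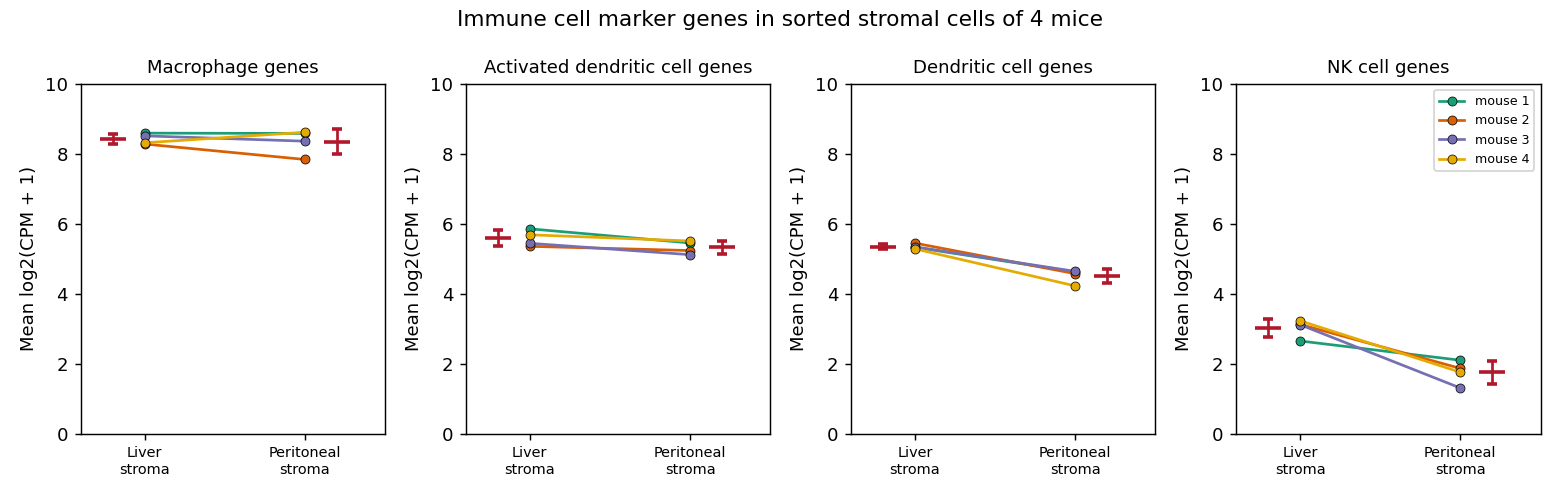
Mean log2(CPM + 1) of the genes of 4 marker lists in sorted stromal cells of liver and peritoneal tumours. Points joined by lines are the libraries of 1 mouse, and bars beside them are means with SDs (n = 4). The macrophage lists of the sites overlap, while dendritic cell and NK cell genes are higher in the liver in all 4 mice.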

**Figure 4.**
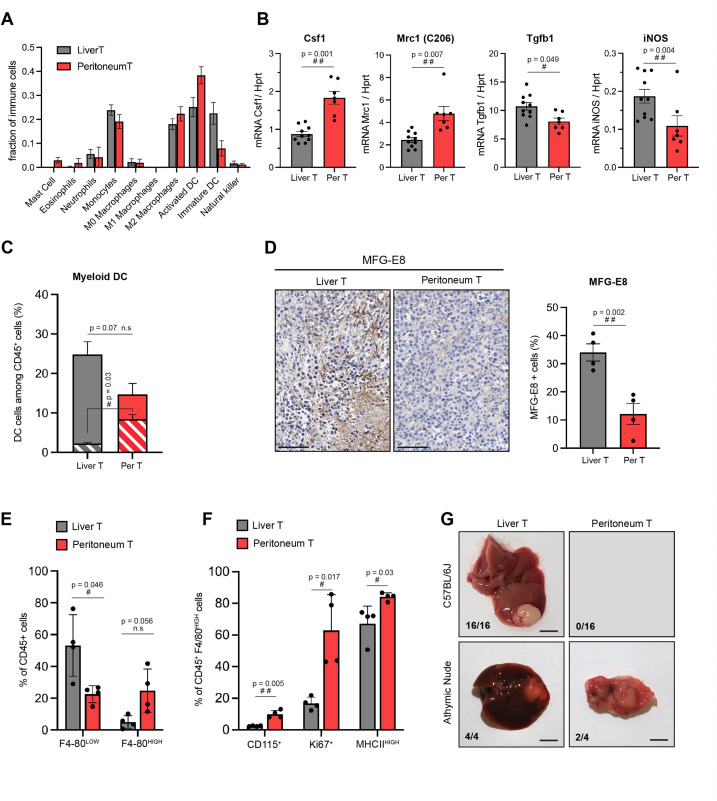
Site-specific immune contexts of primary and metastatic tumour locations. (**A**) Cibersortx algorithm was used to perform cell type deconvolution of RNAseq data from stroma of matched liver and peritoneal tumours (n=4). Ten immune cell populations were included in the signature, as indicated. (**B**) Macrophage polarization marker expression was analysed by RTqPCR performed on RNA isolated from stromal cells sorted from liver and peritoneal tumours. (**C**) Dendritic cells (DCs) (CD45+, CD11c+, MHCII^high^, F4/80-, CD24+) from liver and peritoneal tumours were analysed by flow cytometry. The histogram represents the percentage of DCs among the total CD45+ population, indicating the proliferating (Ki67+, dashed bars) and non-proliferating (Ki67-, filled bars) DCs. (**D**) Immunohistochemistry performed on liver and peritoneal tumour sections using anti-MFG-E8 antibody, quantification of positive staining is shown in the right panel. Scale bars: 100 μm. (**E**) Flow cytometry analysis of CD45+CD11b+Ly6G-Ly6C- F4/80^low^ (monocyte-derived macrophages) and CD45+CD11b+Ly6G-Ly6C- F4/80^high^ (tissue-resident macrophages) from liver and peritoneal tumours. (**F**) Quantification of CD115+, Ki67+, and MHCII^high^ cells among CD45+CD11b+Ly6G-Ly6C-F4/80^high^ macrophages. (**G**) 5000 cells (NRAS^G12D^ p53^KO^) were injected orthotopically in C57BL/6J mice and athymic nude mice, as indicated. Macroscopic images of representative liver and peritoneal tumours collected 3 weeks after injections (scale bar = 5 mm). Numbers indicate the fraction of inoculated animals that developed tumours. All quantitative analyses were subjected to a paired Student’s t-test. p-Values: #<0.05, ##<0.01, ###<0.001.

**Figure 4—figure supplement 1.**
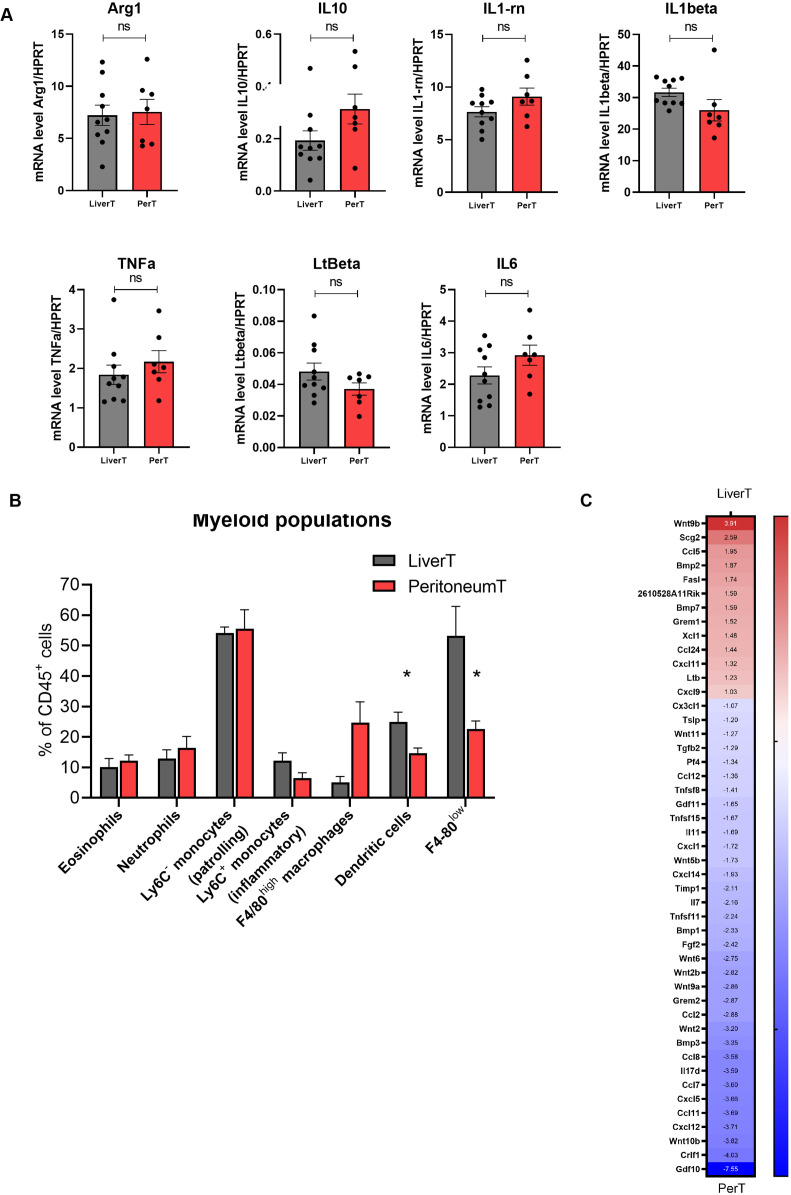
Myeloid infiltrates differ in the microenvironments of hepatic and peritoneal tumours. (**A**) Additional macrophage polarization markers were analysed by RTqPCR performed on RNA isolated from stromal cells isolated from liver and peritoneal tumours. ns: not significant. (**B**) Quantification of myeloid populations defined as CD45+CD11b+Ly6GintLy6Cint eosinophils, CD45+CD11b+Ly6G+neutrophils, CD45+CD11b+Ly6G-Ly6C- patrolling monocytes, CD45+CD11b+Ly6G-Ly6C+ inflammatory monocytes, CD45+CD11b+Ly6G-Ly6C-F4/80^high^ macrophages, CD45+CD11c+MHCII^high^F4/80 CD24+ dendritic cells and F4/80^low^ immature macrophages by flow cytometry analysis of sorted liver and peritoneal stromal cells from athymic nude mice tumours (n=4). Student’s t-test, p-value: *<0.05. (**C**) Heatmap of cytokines differentially expressed in stromal cells of liver and peritoneal tumours. Numbers display log2 fold change (FC) values for each gene (Deseq, log2FC >1.5 p-value <0.05).

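Of the 47 cytokine genes printed in the heatmap, 13 are shown as higher in the liver and 34 as higher in the peritoneum. In stromal cells, 45 of them were tested and all 45 passed a log2 fold change of 1 and an unadjusted p-value under 0.05 in the direction shown, while Wnt6 and Wnt10b were removed by the filter on low counts. A log2 fold change above 1.5 with the same p-value was reached by 8 of the liver genes and 25 of the peritoneal ones. Adjusted p-values over all genes were under 0.05 for 12 liver and 31 peritoneal genes, and adjusted over each list alone they were under it for all 13 and all 32 tested. The genes were chosen by the paper from these libraries. Cxcl12 (chromosome 6 from 117118553 to 117131385 of mm9) was at 12.4 ± 1.53 CPM in liver and 164 ± 8.06 CPM in peritoneal stroma (SD, n = 4), a log2 fold change of -3.71 (standard error 0.11, adjusted p = 6.68e-08) by edgeR's quasi-likelihood test. Ccl2 was at 36.1 ± 10.8 CPM and 269 ± 18.4 CPM, with a log2 fold change of -2.88 (standard error 0.21, adjusted p = 9.74e-06). Of the genes higher in the liver, Ccl24 was at 543 ± 133 CPM and 202 ± 79.9 CPM, with a log2 fold change of 1.44 (standard error 0.26, adjusted p = 0.00256). Cxcl9 and Tslp did not keep an adjusted p-value under 0.05, with 0.108 for Cxcl9 and 0.0731 for Tslp by edgeR. Ccl8 varied widely in the peritoneum, at 44.5 ± 53.5 CPM, where the SD exceeds the mean.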

Interestingly, the presence of immunosuppressive tumour-associated macrophages (TAMs) did not deter from other antigen-presenting cells activity in the peritoneal tumour microenvironment (TME). Indeed, our data suggested that a larger proportion of mature, activated dendritic cells (DCs), as compared to immature ones, were present in this organ (Figure 4A). 

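For 8 genes of activated dendritic cells (Ccr7, Fscn1, Cd83, Cd40, Cd80, Il12b, Ccl22 and Relb), the mean log2(CPM + 1) was 5.58 ± 0.23 (SD, n = 4 mice) in liver stroma and 5.33 ± 0.18 (SD, n = 4) in peritoneal stroma. It was higher in the liver in all 4 mice by 0.12 to 0.40, with a mean of 0.26. Regrouping all the libraries could give this difference (two-sided exact permutation test, p = 0.171, or 0.229 adjusted over the marker lists). Exchanging libraries only within mice gave p = 0.125 (exact permutation test), the smallest possible with 4 mice, so that test cannot decide. Scaled to the leukocyte genes of each library, the mean of the 8 genes was lower in the liver, with a difference of -0.37 (exact permutation test, p = 0.0571). The genes did not move together. Ccr7 was at 33.6 ± 12.2 CPM in liver and 18.2 ± 6.23 CPM in peritoneal stroma, a log2 fold change of 0.89 (standard error 0.29, adjusted p = 0.0411) by edgeR's quasi-likelihood test. Fscn1 (chromosome 5 from 143722022 to 143734864 of mm9) went the other way, from 112 ± 5.26 CPM in liver to 219 ± 35.7 CPM in peritoneal stroma, with a log2 fold change of -0.95 (standard error 0.11, adjusted p = 2.15e-04). For 8 genes of dendritic cells in general (Flt3, Zbtb46, Xcr1, Clec9a, Cd209a, Itgax, Irf8 and Batf3), the mean was 5.35 ± 0.07 (SD, n = 4) in liver and 4.51 ± 0.20 (SD, n = 4) in peritoneal stroma, a difference of 0.83 (exact permutation test, p = 0.0286, the smallest possible, or 0.0571 adjusted over the marker lists). It was positive in all 4 mice and was 0.21 when scaled to the leukocyte genes (exact permutation test, p = 0.429). Clec9a (chromosome 6 from 129358880 to 129374780) was at 34.6 ± 3.06 CPM in liver and 14.2 ± 4.05 CPM in peritoneal stroma, with a log2 fold change of 1.29 (standard error 0.20, adjusted p = 8.88e-04). The activated list less the general one, a contrast chosen after the values were seen, was lower in the liver in all 4 mice, by a mean difference of -0.58 (exact permutation test, p = 0.0571). The paper proposes from its deconvolution that mature dendritic cells form a larger share, relative to immature ones, in the peritoneum.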

Flow cytometry analyses confirmed that while the total number of DCs (defined as CD45+ CD11b+ CD11c+ MHCII^high^ CD24+F4/80-) was not significantly different between the two TME, these cells showed an increase in proliferation in the peritoneum (Figure 4C). Furthermore, the peritoneal DCs contained lower levels of the milk-fact globule-EGFVIII (MFG-E8), a factor known to limit DC immunogenic potential (Figure 4D; Baghdadi et al., 2012; Peng and Elkon, 2012).

The phenotypes of macrophages in matched liver and peritoneal tumours also showed some interesting differences. The content of peripherally recruited monocyte-derived macrophages presenting low expression of F4/80, defined as CD45+CD11b+Ly6G-Ly6C-F4/80^low^, was significantly enriched in liver tumours (Figure 4E). On the other hand, the differentiated, tissue resident-like, F4/80^high^ macrophages showed a tendency for enrichment in the peritoneal HCC. These results suggest that macrophage subsets are distinct in the liver and peritoneal TME, with tissue-resident, F4/80^high^ cells, which are part of organ homeostasis maintenance (Dou et al., 2019) dominating the peritoneal TME while abundant F4/80^low^ immature TAMs infiltrate the liver. Interestingly, F4/80^high^ peritoneal macrophages displayed a superior proliferative capacity (Ki67+) and activation phenotype (MHCII+, CD115+) compared to liver macrophages (Figure 4F). Coherent with our findings that more activated and less immature DCs are present in peritoneal TME (Figure 4A and D), these results suggest that the liver TME may represent a more immune tolerant environment for Ras^HIGH^ tumour cell outgrowth compared to the peritoneum, in which the activation levels of the Ras oncogene do not affect the dynamics of tumourigenesis. Thus, through both flow cytometry and RNAseq deconvolution analyses, our results highlight the differences in stromal composition of the tumours in the two locations, showing the complex interplay of innate immune cells that may participate in shaping the clonal selection in the tumour.

We reasoned that a likely consequence of increased numbers of activated DCs would be an improved efficiency of antigen presentation, thereby allowing a more efficient tumour clearance in the peritoneum.While such phenotype is not relevant in immunodeficient mice that are unable to mount a T-cell response, it should be detectable in immunocompetent animals. In order to test this prediction, we compared the outcomes of orthotopic injections of tumour cells in immunocompetent C57BL/6 and immunodeficient nude mice. For these autologous allografts, we took advantage of a C57BL/6 primary cell line that we derived from a tumour established by a hydrodynamic gene transfer of constitutively active Ras and a simultaneous CrispR/Cas9-mediated inactivation of the p53 tumour suppressor (Bacevic et al., 2019). Orthotopic allografts of 5000 cells performed in parallel on immunocompetent and immunodeficient mice gave rise to comparable macroscopic liver tumours within 3 weeks (Figure 4G). However, in contrast to nude mice, of which 50% developed macroscopic peritoneal tumours, no growth at a metastatic location was detected in immunocompetent recipients. These results are consistent with the hypothesis that a more effective antigen presentation in the peritoneum limits metastatic tumour growth in immunocompetent animals.

### Ras signalling modulates tumour cells interactions with stromal cells

We next questioned the mechanistic bases of the tumour and stroma crosstalk that might shape the quantitative differences in the oncogenic pathway activation. To do so, we looked for genes whose expression is specifically induced by high-intensity Ras signalling, both in the parental BMEL-Ras^HIGH^ cells and in the liver, as compared, respectively, to the Ras^LOW^ cells and the peritoneal tumours (Figure 5A).Out of four genes (*Ceacam1*, *Csn3*, *Selp*, *Tmem252*) that corresponded to this criterion, we focused our attention on CEACAM1 (carcinoembryonic antigen-related cell adhesion molecule 1), a gene widely expressed in many cancer types and whose expression level has been reported to correlate with tumour progression (Dankner et al., 2017). It is also expressed on the surface of several immune cell subsets, including macrophages, T lymphocytes, and NK cells, where homophilic interactions with the CEACAM1+ tumour cells abrogate NK-mediated cytotoxicity (Helfrich and Singer, 2019; Markel et al., 2002). 

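At a log2 fold change above 1 and an unadjusted p-value under 0.05, 337 genes were higher in RasHIGH than in RasLOW cells and 150 were higher in liver than in peritoneal tumour cells. The genes in common numbered 18, where 2.06 would be expected by chance among the 11736 genes tested in both (one-sided Fisher's exact test, p = 1.16e-12, with genes that are not independent of each other). Of the 18, 6 were more than 2 times as abundant in stromal as in tumour cell libraries. All 4 genes named by the paper were among the 18. Csn3 (Entrez 12994, chromosome 5 from 88354604 to 88361690 of mm9) rose from 0.855 ± 0.485 CPM in RasLOW to 10.0 ± 5.01 CPM in RasHIGH cells (SD, n = 3), with a log2 fold change of 3.51 (standard error 0.57, adjusted p = 0.0842) by edgeR's quasi-likelihood test. It was at 60.8 ± 13.4 CPM in liver and 8.00 ± 3.73 CPM in peritoneal tumour cells (SD, n = 4), with a log2 fold change of 2.92 (standard error 0.30, adjusted p = 0.00296). Selp (chromosome 1 from 166045395 to 166080157) had a log2 fold change of 1.85 (standard error 0.49, adjusted p = 0.235) between RasHIGH and RasLOW cells and 1.15 (standard error 0.32, adjusted p = 0.0793) between liver and peritoneal tumour cells. Tmem252 (chromosome 19 from 24748498 to 24754151) had a log2 fold change of 4.57 (standard error 0.75, adjusted p = 0.0870) between RasHIGH and RasLOW cells and 1.25 (standard error 0.19, adjusted p = 0.0121) between liver and peritoneal tumour cells. In stromal cells Tmem252 went the other way, with a log2 fold change of -1.61 (standard error 0.39, adjusted p = 0.0103). Csn3 was higher in liver stroma in 4 of 4 mice, by a mean of 2.45 on the log2 scale. Selp was higher there in 3 of 4, by 0.70, and Ceacam1 in 2 of 4, by 0.47. For Csn3 and Selp the direction in stroma therefore does not speak against RNA of host cells. Their level argues against it, as neither was more than 2 times as abundant in stromal as in tumour cell libraries. Lists of host cell genes reached only 0.295% (leukocytes) to 21.9% (hepatocytes) of their liver stroma level in liver tumour cells (medians over genes). Ceacam1 (Entrez 26365, chromosome 7 from 26246721 to 26262644) was at 13.1 ± 4.20 CPM in liver and 3.45 ± 1.88 CPM in peritoneal tumour cells, with a log2 fold change of 1.93 (standard error 0.44, adjusted p = 0.0451). Each of the 4 genes was higher in the liver tumour cells of all 4 mice, without overlap between the sites. With the adjusted p-value in place of the unadjusted one, 1 gene was shared by the quasi-likelihood test and it was Tmem132c, while 7 were shared with the adjusted p-value of DESeq2 and 8 with that of the exact test, counts made after the data were seen. Without peritoneal tumour cell replicate 2 or 3, Selp was no longer shared. The paper takes these 4 genes as induced by high-intensity Ras signalling in both settings.

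**Figure D3:**
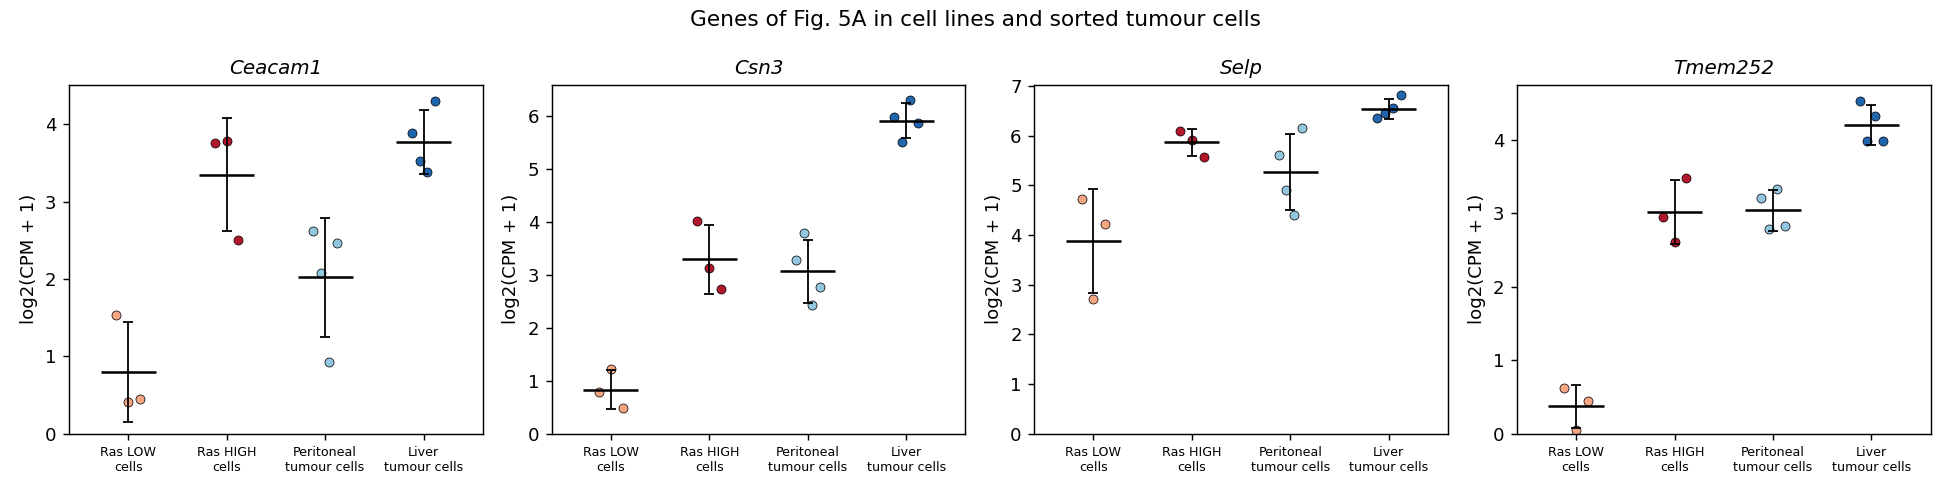
Expression of the 4 genes as log2(CPM + 1), with TMM factors over all 25 libraries, in RasLOW and RasHIGH cells (n = 3 cultures) and in peritoneal and liver tumour cells (n = 4 mice). Points are libraries, horizontal lines means and error bars SDs. RasHIGH cells lie above RasLOW cells and liver above peritoneal tumour cells for each gene, without overlap.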

In order to confirm that the observed Ras-mediated transcriptional activation translates into CEACAM1 expression on the surface of cancer cells, we performed FACS analyses on cells dissociated from the liver and peritoneal tumours. As expected, the majority of the non-hematopoietic (CD45^neg^) cells in both tumoural locations expressed the Venus fluorescent protein and were therefore the Ras^G12V^ expressing tumoural cells. CEACAM1 expressing cells were highly enriched in this population in the liver as compared to peritoneal tumours, corresponding respectively to 30.1±2.4% (mean ± SEM) and 14.2±3% (mean ± SEM) of CD45^neg^ cells (Figure 5B). Strikingly, the mean fluorescent intensities of the CEACAM1 labelling in the Venus+ populations were indistinguishable between the tumours at the two locations. This is consistent with the transcriptomic data indicating that high level of Ras signalling is needed to activate CEACAM1 gene expression in BMEL cells (Figure 1E and F) and confirms that the cells that have the required Ras dosage are more abundant in the liver than in the peritoneal tumours. 

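In cultured cells, Ceacam1 RNA was at 0.231 ± 0.175 CPM in BMEL WT and 10.6 ± 4.88 CPM in RasHIGH cells (SD, n = 3), with a log2 fold change of 5.47 (standard error 0.69, adjusted p = 0.00236) by edgeR's quasi-likelihood test. In RasLOW cells it was at 0.906 ± 0.943 CPM, and the step from RasLOW to RasHIGH had a log2 fold change of 3.53 (standard error 0.77, adjusted p = 0.170). Across all alternatives the latter lay between 3.14 and 4.82, with adjusted p-values from 7.80e-05 to 0.515. The gene was removed by the filter on low counts in RasLOW against BMEL WT cells. All 3 RasHIGH libraries lay above all RasLOW and BMEL WT libraries.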

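For 8 NK cell genes (Ncr1, Klrb1c, Klrk1, Klrd1, Eomes, Gzma, Prf1 and Nkg7), the mean log2(CPM + 1) was 3.03 ± 0.26 (SD, n = 4 mice) in liver stroma and 1.76 ± 0.33 (SD, n = 4) in peritoneal stroma. The difference of 1.27 was positive in all 4 mice, from 0.55 to 1.81, and every liver library lay above every peritoneal one (two-sided exact permutation test, p = 0.0286, the smallest possible, or 0.0571 adjusted over the 4 marker lists). Within mice the smallest possible p is 0.125, which was reached (exact permutation test). Scaled to the leukocyte genes, the difference was 0.65 (exact permutation test, p = 0.0857). Gzma (chromosome 13 from 113884033 to 113891187 of mm9) was at 18.2 ± 4.30 CPM in liver and 2.73 ± 0.748 CPM in peritoneal stroma, with a log2 fold change of 2.74 (standard error 0.25, adjusted p = 4.15e-05) by edgeR's quasi-likelihood test, while Nkg7 had one of 1.30 (standard error 0.62, adjusted p = 0.138).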

Interestingly, while difference in the NK cell content in the primary and peritoneal tumours did not reach statistical significance in the deconvolution of stromal cells RNAseq (Figure 4A), immunofluorescence staining revealed distinct distribution of these cells: whereas NK infiltrate the hepatic tumours, they apparently tend to remain in the periphery of the peritoneal ones (Figure 5—figure supplement 1).

**Figure 5.**
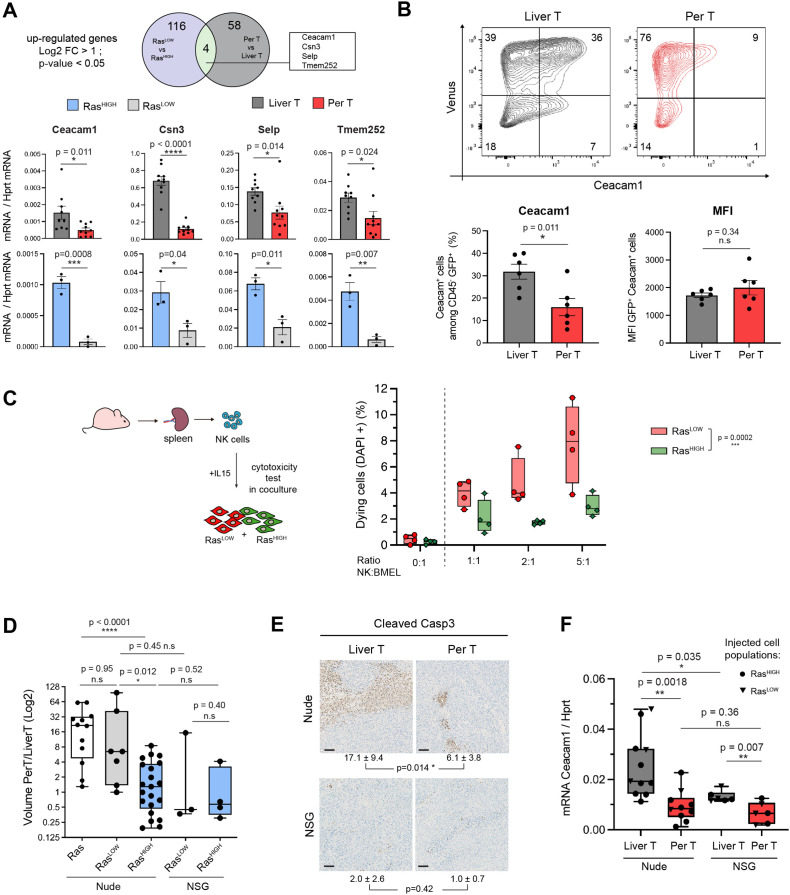
Natural killer (NK) cells contribute to clonal selection in liver tumours. (**A**) Venn diagram representing differentially expressed genes (log2FC >1, p-value <0.05) from RNAseq data of Ras^LOW^ versus Ras^HIGH^ bipotent mouse embryonic liver (BMEL) cells and sorted tumoural cells derived from peritoneal versus liver tumours. Bottom panel: RTqPCR quantification of the four genes upregulated both in the hepatic versus peritoneal tumours and in RasHIGH versus RasLOW cells. Upper panels: analysis of FACS-sorted cells isolated from tumours, lower panels: analysis of ex vivo grown cells. (**B**) Flow cytometry analysis of tumoural cells (CD45- Venus+ Ceacam1+) isolated from the liver and the peritoneal tumours. Numbers indicate percentage of cells in each quadrant. Bottom panels show quantification (left) and mean fluorescent intensity (MFI, right) of the Ceacam1 expressing tumour cells. (**C**) NK cytotoxicity test: NK cells isolated from the spleen of nude mice were activated with IL15 and incubated with co-cultures of Ras^HIGH^: Ras^LOW^ clones (1:1). Synopsis of the experiment (left panel) and FACS quantification of DAPI-positive cells (right panel). Values are duplicates from two independent experiments. p-Value from two-way ANOVA test is indicated. (**D**) Ratios of tumour volumes from matched peritoneal and liver tumours (PerT/LiverT) originating from non-sorted BMEL-Ras cells, Ras^LOW^ or Ras^HIGH^ populations, as indicated, orthotopically inoculated into athymic nude or NOD-SCID-gamma (NSG) mice. (**E**) Immunohistochemical analysis of activated caspase 3 performed on liver and peritoneal tumours in athymic nude and NSG mice. Mean ± SD values of positive cells from five animals are indicated. Scale bar: 100 µm. (**F**) RTqPCR quantification of Ceacam1 expression in sorted tumour cells from athymic nude and NSG mice. Unpaired Student’s t-test, p-values. ns: not significant, *<0.05, **<0.01, ***<0.001, and ****<0.0001 p-values.

**Figure 5—figure supplement 1.**
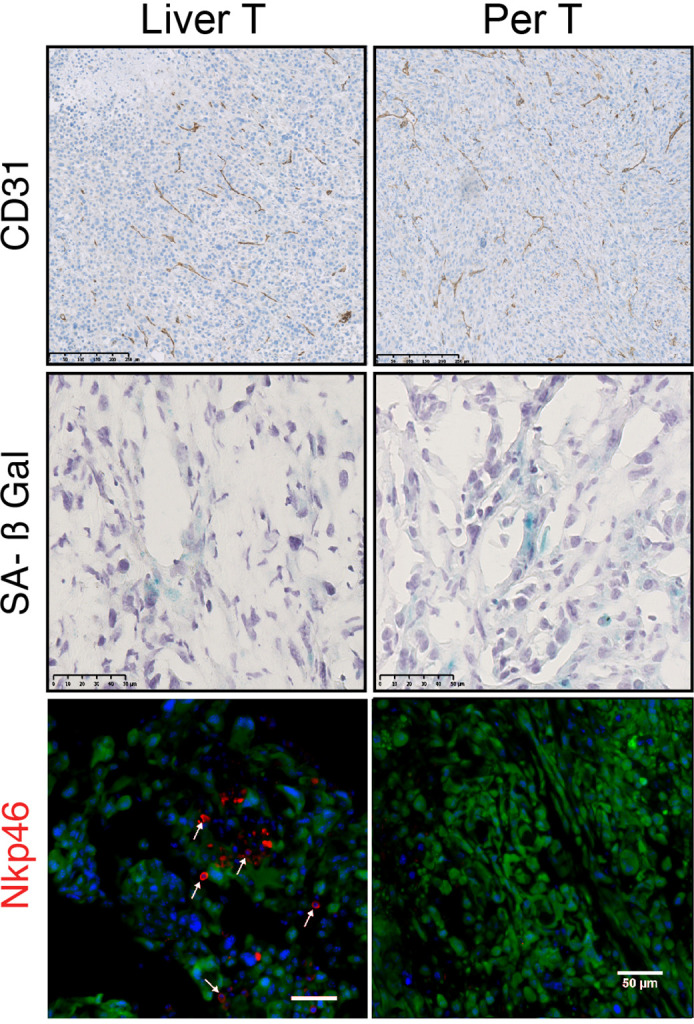
Differences in natural killer (NK) cells infiltration between liver and peritoneal tumours. Immunhistochemistry performed on athymic nude mice liver and peritoneal tumours initiated by inoculation of Ras^HIGH^ bipotent mouse embryonic liver (BMEL) cells were analysed in respect to anti-CD31 (upper panels) and senescence-associated β-galatosidase staining (middle panels). Lower panels: immunofluorescence staining of Ras^HIGH^ (Venus-labelled, green) tumours with the NK-specific anti-Nkp46 antibody (red). Arrows show Nkp46-positive cells that infiltrated liver tumours.

We reasoned that if the high Ras oncogenic dosage was instrumental in resisting NK-cell mediated cytotoxicity in the liver tumours, the different sensitivities to NK exposure should also be detected ex vivo for the Ras^HIGH^ versus Ras^LOW^ cells. We have therefore isolated clones expressing defined levels of Ras, representative of high and low populations (3.20±0.62 and 0.50±0.14 Ras/Hprt mRNA levels, respectively). NK cells were isolated from spleen of athymic nude mice and used in ex vivo cytotoxicity assays by co-culture with clones of Ras^HIGH-Venus^ and Ras^LOW-mCherry^ cells (Figure 5C). As predicted by our hypothesis, the Ras^HIGH^ cells were indeed less sensitive to NK-mediated cell death than their Ras^LOW^ counterparts.

To further investigate the involvement of NK cells in the selection of Ras^HIGH^/CEACAM^HIGH^ cells in liver tumours, we next analysed tumourigenesis in NOD scid gamma (NSG) mice. These animals are deeply immunosuppressed: in addition to lacking mature B and T cells they are notably devoid of NK cells (Yu et al., 2008). The tumour volumes were comparable in the NSG and in the nude mice. As in the nude mice, the NSG background was permissive for peritoneal metastatic-like growth, however, the majority of the animals displayed comparable tumour volumes at the two locations (Figure 5D). Consistently, the number of caspase 3-positive cells was low for both liver and peritoneal tumours in NSG animals (Figure 5E). These results are consistent with the idea that the discrimination against the Ras^LOW^ cells, both in the peritoneum and in the liver, is alleviated in the NSG background. In support of this contention, compared to the nude mice, the hepatic tumours in the NSG background tolerated lower levels of CEACAM1 expression, while there was no significant difference for the peritoneal tumours between the two genetic backgrounds. Of note, however, the difference between CEACAM1 expression in the hepatic and peritoneal tumours was diminished, but not abolished in the NSG animals (Figure 5F). Altogether, these results suggest that CEACAM1-driven NK inhibition participates in the clonal selection, but is not the sole element of the advantage afforded by the high oncogene dosage.

## Discussion

Multiple environmental and cell-autonomous mechanisms, organized in negative and positive feedback loops, cooperate to allow an exquisite regulation of the intensity and duration of signalling, the variation of which can give rise to specific and distinct cell fates. The Ras/MAPK Erk pathway is a prototypic example of such complex regulatory circuits (Murphy and Blenis, 2006), whose output is also relevant in the context of tumourigenesis. This has been shown for example in response to the loss of anchorage, where strong Erk signal is protective, while a moderate one is required for anoïkis (Zugasti et al., 2001). However, excessive Erk activation can be detrimental to the cell, provoking cell cycle arrest or senescence (Serrano et al., 1997; Woods et al., 1997). More recent single-cell functional analyses further support the evidence for cell-autonomous sensitivity to signal intensity, but also reveal the heterogeneity of cellular response, both in vitro and in vivo (Gross et al., 2019; Kumagai et al., 2015; Molina-Sánchez et al., 2020).

Our understanding of how the availability of extracellular stimuli, or the deregulation of their sensors, translate into cellular responses is still incomplete. For example, although only 5% of the small GTPase Ras needs to be activated to give rise to full activation of Erk (Hallberg et al., 1994), a clear dosage effect has been reported in pancreatic and lung tumours for activating Ras mutations (East et al., 2021; Kerr et al., 2016; Mueller et al., 2018). Moreover, amplifications of the wild-type allele of Ras that give rise to an allelic imbalance and the consequent modulation of the activity of the oncogenic Ras mutants result in distinct cellular phenotypes (Ambrogio et al., 2018; Bremner and Balmain, 1990). This further argues for the physiological importance of precise Ras dosage in a growing tumour.

Of note, whereas activating Ras mutations are rare in HCC (Zucman-Rossi et al., 2015), alterations in the intensity of MAPK Erk signalling participate in shaping the tumoural phenotype, as revealed by inactivating mutations of Rsk2, which is both an ERK target and a negative regulator of the pathway (Chan et al., 2021). Moreover, a recent analysis of transcriptional signatures classified HCC among tumours with significant Ras pathway activation phenotype (East et al., 2021). Because the same report highlighted the predictive value of strong versus weak Ras-driven transcriptional signature, it is relevant to model these phenotypes in HCC by controlled dosage of the Ras oncogene, as we have done in this study.

Our exploration of signal intensity that is optimal for tumour growth in the context of its specific microenvironment led to a description of a novel feature of tumour heterogeneity, manifested by quantitative dosage differences of oncogenic signalling in tumours developing at primary and metastatic locations. We note that the peritoneal tumours in our animal model likely do not result from a bona fide metastatic process. Nevertheless, they do represent tumoural growth at an extrahepatic site and are thus a convenient model to analyse primary and metastatic-like tumour growth within the same animal.

Although several oncogenic signalling pathways lie downstream of Ras (Sanchez-Vega et al., 2018), in our experimental model Ras^G12V^ dosage correlates with the MAP kinase Erk activity, but not with the phosphoinositide 3-kinase. Whether such uncoupling is a general feature of HCC or simply a reflection of a strong PI(3)K/Akt signalling present in the non-transformed BMEL parental cells remains to be established.

Comparing tumours formed by BMEL-Ras cells expressing a wide range of Ras^G12V^ oncogene (‘parental Ras’ cells), with those initiated by cells with the narrower range of signalling intensities (Ras^HIGH^ and Ras^LOW^ cells) suggests the existence of a trade-off in the tumours’ evolutionary history. Indeed, we have shown that cells expressing high oncogene levels are globally favoured in the primary liver tumours, however, their selective advantage is curtailed by a higher probability of undergoing programmed cell death. While the propensity to activate the senescence and/or apoptosis in response to oncogenic Ras signalling is well known (Serrano et al., 1997; Woods et al., 1997), the observation of diminished cell death in the tumours growing in NSG animals points to an additional, non-cell-autonomous, mechanism that drives this response.

The immune response to cancer comprises a complex interplay of innate and adaptive components of immunity (Fridman et al., 2012; Molina-Sánchez et al., 2020; Nguyen et al., 2021). Concentrating our study on animals devoid of an adaptive immune response gave us access to interactions between the tumour and its innate immune component. Our results point to key differences in myeloid cell population subsets in the liver and peritoneum of tumour-bearing mice. Notably, the content of tumour-infiltrating, immunosuppressive macrophages, whose function in promoting liver carcinogenesis is well recognized (Dou et al., 2019; Ringelhan et al., 2018), was enhanced in Ras^HIGH^ liver tumours, and correlated with an increased fraction of immature DCs when compared to the peritoneal TME. These results suggest that rather than total numbers of each myeloid populations, it is the phenotype of these cells, driven by the local cues, that regulates their ability to further engage an anti-tumour immunity and control tumour outgrowth. In line with this observation, recent studies have shown that identical oncogenic drivers have strikingly different consequences on the content and activation of TME cells in lung or pancreatic adenocarcinomas (Kortlever et al., 2017; Sodir et al., 2020). Hence, in addition to the tumour cells’ genetic landscape itself (Wellenstein and de Visser, 2018), the downstream activation of signalling nodes pertaining to dosage of a specific oncogene should be considered as a tumour-intrinsic feature shaping the TME, as recently also reported for pancreatic cancer (Ischenko et al., 2021).

It is of particular interest to consider the role played by NK cells as part of the organismal defence against HCC. NK activities are strongly dependent on, as yet incompletely understood, organ-specific features (Shi et al., 2011). Resident NK cells acquire cytolytic functions mediated through TNFα and granzyme B during hepatotropic viral infections, cirrhotic pathology, and HCC (Sällberg and Pasetto, 2020). The viral adaptation to the NK-mediated attack includes the suppression of their function through the CEACAM1-mediated blockade of their activity (Suda et al., 2018). Our results are fully consistent with the idea that a similar mechanism of immune escape operates in primary tumours of HCC. In contrast to the liver, the peritoneal resident cells resemble immature splenic NK cells (Gonzaga et al., 2011), which may account for a lesser involvement of these cells in anti-tumour immunity in this location, as suggested by our data.

How can the organ-specific differences in primary and metastatic tumour growth be exploited in designing novel therapeutic approaches remains an open question. The observation that only a narrow range signalling intensity through a signal transduction pathway is compatible with tumour development raises hopes for the therapeutic efficacy of its modulation, as recently reported for stratification of HCC response to chemotherapeutic intervention based on the inactivating Rsk2 mutations that modulate the strength of the MAPK signalling (Chan et al., 2021). Similarly, only lung adenocarcinoma with a strong Ras activating signature respond to inhibitors of the MAPK Erk pathway (East et al., 2021).

A key role of NK cells in anti-tumour immunity is today well appreciated (reviewed in Pende et al., 2019). Moreover, there is a rising interest in the use of NK cell-based therapies, largely because of their considerably lower toxicity in comparison to T-cell transfer (reviewed in Xie et al., 2020), translating into over 200 ongoing clinical trials on solid tumours, including HCC (https://www.clinicaltrials.gov/). Our data suggest that the therapeutic efficacy of NK-based therapy for HCC might be improved by simultaneous inhibition of Erk signalling. Such adjuvant therapy may show clinical benefit, notably for the subset of tumours characterized by strong MAPK signalling.

## Materials and methods

### BMEL preparation and cell culture

BMEL cells were isolated from C57BL/6xC3H E14 embryonic mouse female liver, as described in Strick-Marchand and Weiss, 2002. Briefly, livers at 14 dpc were separately dissected, and cell suspension was plated onto collagen-coated 100 mm Petri dishes in hepatocyte attachment medium (Invitrogen, Cergy Pontoise Cedex, France). The next day and thereafter, medium was replaced by RPMI 1640 (Eurobio) containing 10% fetal bovine serum (Eurobio), 50 ng/ml epidermal growth factor, 30 ng/ml insulin-like growth factor II (PeproTech, Rocky Hill, NJ), 10 mg/ml insulin (Sigma), and antibiotics. Clones were picked after 2–3 months of culture and expanded in the same medium on dishes coated with Collagen I (BD Biosciences, Le Pont de Claix, France) in humidified atmosphere with 5% CO_2_ at 37°C. All cells were tested negative for mycoplasma contamination every week.

### Isolation of cell populations

Human H-Ras^G12V^ cDNA sequence was cloned into LeGO-iV2 and LeGO-iC2 bicistronic vectors (Addgene #27344 and #27345, respectively). Retroviruses were produced by JetPEI (Polypus-Transfection) transfection of HEK293T cells with Hras^G12V^-iV2 and Hras^G12V^-iC2 constructs together with Gag/pol and pCAG-Eco packaging vectors. Culture media containing viruses were filtered (0.45 µm) and used to infect BMEL cells. Based on Venus (530/30 nm) and mCherry (610/20 nm) fluorescence intensity, Aria IIU and IIIU cell sorters (Becton Dickinson) were used to isolate Hras^G12V^-LOW and Hras^G12V^-HIGH populations from Hras^G12V^-iV2 and Hras^G12V^-iC2 BMEL cells.

### Western blotting

Protein lysates of cells were prepared with lysis buffer (150 mM NaCl, 50 mM Tris pH 7.5, 1% Triton, 1% SDS; freshly added protease inhibitors cocktail [Roche]). Protein concentrations were determined by BCA protein assay (Pierce Biotechnology). Five µg of proteins were separated by SDS-PAGE (Precast 4–12% gel). Proteins were transferred on nitrocellulose membrane, and loading checked by red ponceau staining. Primary antibody against Ras^G12V^ (Cell Signaling #14412, 1:2000) and Actin (Sigma A1978, 1:20,000) were incubated overnight and 1 hr respectively, and revealed with HRP-coupled secondary antibodies plus chemiluminescent detection following classical procedures.

### Soft agar assay

10^5^ cells/well were seeded in 0.5% agar diluted in RPMI media. One ml media was added to the agar layer and was changed every 3 days. After 3 weeks, colonies were stained with 0.005% crystal violet 4% PFA. Colonies were counted automatically in ImageJ using the ‘Analyze particles’ function.

### Orthotopic xenografts

All reported animal procedures were carried out in accordance with the rules of the French Institutional Animal Care and Use Committee and European Community Council (2010/63/EU). Animal studies were approved by Institutional Ethical Committee (Comité d’éthique en expérimentation animale Languedoc-Roussillon (#36)) and by the Ministère de l’Enseignement Supérieur, de la Recherche et de l’Innovation (APAFIS#11196-2018090515538313v2). ARRIVE guidelines were followed. Sample sizes were selected to allow these experiments to be sufficiently powered such that differences between experimental groups will be statistically significant with type I error rates <5% (e.g. p<0.05) and with 80% power to detect a standardized difference. Athymic nude (Crl:NU(NCr)-Foxn1nu), NSG (NOD.Cg-PrkdcSCID Il2rgtm1Wjl/SzJ) or C57BL/6J mice from Charles River were anesthetized using intraperitoneal injections of ketamine/xylazine. A 1.5 cm transversal incision of the skin was performed below the sternum’s xyphoid process and followed by a transversal incision of the peritoneum, the tip of the liver left lateral lobe was pulled out of the peritoneal cavity. BMEL cells suspension in PBS-20% Matrigel (Corning) were injected in the liver parenchyma. Stitching of the peritoneum then skin was performed using surgical suture (Monosof 5/0 3/8C 16 mm).

### Analysis of tumour cellular composition

Tumours were fixed in 4% PFA for 4 hr and left overnight in 30% sucrose solution. Fixed tissues were placed in OCT cryogenic matrix and frozen in liquid nitrogen. Sections were cut at –20°C and mounted on superFROST slides with ProlonGold mounting media. Whole slide scans were performed with Zeiss Axioscan at 20× magnification and DAPI (405 nm), GFP (488 nm), and Cy3 (550 nm) fluorescent channels. On average 10 sections from different regions of the tumours were analysed per mouse. Quantification was done by delimiting GFP-positive or Cy3-positive regions and measuring their area on ZEN software. Alternatively, tumours were dissociated with mouse tumour dissociation kit (Miltenyi) and analysed with Novocyte ACEA flow cytometer using FITC (530/30 BP) and mCherry (615/20 BP) filter cubes.

### RNA extraction and quantification

Total RNA was isolated from cells, dissociated and sorted tumours or frozen tissue samples using Rneasy mini kit (Qiagen). cDNA was prepared from 500 ng of total RNA using QuantiTect Reverse Transcription Kit (Qiagen). SYBR green (see Table 1) or Taqman-based Quantitative PCR (hprt: Roche universal probe library #95 AGTCCCAG); Ras: Roche universal probe library #88 (CATCCTCC); Ceacam1: (TCTCACAGAGCACAAACCCTCAGC) were performed on Roche LightCycler480.

**Table 1.** List of primers used in RTqPCR.

Gene name	Forward primer	Reverse primer
Venus	AAGGCTACGTCCAGGAG	CGGTTCACCAGGGTGTC
mCherry	TCCGAGCGGATGTACCC	GGCCTTGTAGGTGGTCT
HRas	GAGGATGCCTTCTACACGTT	GCACACACTTGCAGCTC
HRas Taqman primers	GGCATCCCCTACATCGAGA	CTCACGCACCAACGTGTAGA
Hprt	GCAGTACAGCCCCAAAATGG	GGTCCTTTTCACCAGCAAGCT
Hprt Taqman primers	CCTCCTCAGACCGCTTTTT	AACCTGGTTCATCATCGCTAA
Phlda1	GGGCTACTGCTCATACCGC	AAAAGTGCAATTCCTTCAGCTTG
Dusp4	CGTGCGCTGCAATACCATC	CTCATAGCCACCTTTAAGCAGG
Dusp6	GCGTCGGAAATGGCGATCT	ATGTGTGACGACTCGTACAGC
Etv4	CGGAGGATGAAAGGCGGATAC	TCTTGGAAGTGACTGAGGTCC
Etv5	TCAGTCTGATAACTTGGTGCTTC	GGCTTCCTATCGTAGGCACAA
Sprty2	TCCAAGAGATGCCCTTACCCA	GCAGACCGTGGAGTCTTTCA
Ceacam1	CACAGGACCCTATGTGTGTGAAA	CACTGGCTCAAGGACTGTA
Ceacam1 Taqman primers	GGGCTGGCATATTTCCTCTATT	GTTGTCAGAAGGAGCCAGATT
Csn3	CAGTCTGCTGGAGTACCTTATG	AGGATTGGCCACAGTATTTACTAT
Selp	CACTGGCTCAAGGACTGTA	TCCAGTAGCCAGGCATCTTA
Tmem252	GAACAGGACTGGGCTGAT	CTCTTCATAAGCTGGAGGGTAAA
Arg1	CATTGGCTTGCGAGACG	CCAGCTTGTCTACTTCAGTCAT
IL10	TAATGCAGGACTTTAAGGGTTACT	CATCCTGAGGGTCTTCAGC
TGFb1	TGCTAATGGTGGACCGC	CATGTTGCTCCACACTTGATTT
Mrc1 (CD206)	GGTGGGCAGTCACCATA	GGTTCTCCTGTAGCCCAAG
Ltbeta	CCTGCTGCCCACCTCATA	CGACGTGGCAGTAGAGGTAATA
IL6	CTAAGGACCAAGACCATCCAAT	GATATGCTTAGGCATAACGCAC
TNFa	TCAGTTCTATGGCCCAGACC	GTCTTTGAGATCCATGCCG
IL1beta	TTCCCATTAGACAACTGCACTAC	TATTCTGTCCATTGAGGTGGAGAG
IL1-rn	AAGCCTTCAGAATCTGGGATAC	GGATGCCCAAGAACACACT
iNOS	GTGGTGACAAGCACATTTGG	GTGGTTGAGTTCTCTAAGCATGA
p16 INK4	GAGCAGCATGGAGTCCG	GGGTACGACCGAAAGAGTT
p19 ARF	TTGGTGAAGTTCGTGCGAT	TGGTCCAGGATTCCGGT
Csf1	AGCGACCACCCAGGAGTA	AGTTAGTGCCCAGTGAAGATT

### RNAseq analysis

RNAseq bank were prepared from, respectively, three and four independent biological samples for the cell lines and Venus-positive cells sorted from tumours. We used *Universal Plus mRNAseq* kit from NuGEN and sequenced on Illumina HiSeq 2500. After quality control the sequences were aligned to Mm9 mouse genome using TopHat2. Normalization and differential gene expression between pairs was performed with Deseq. Gene set enrichment analysis was done using pre-ranked method based on fold changed values (GSEAv.6.0) and analysed with C5 ontology gene sets (Subramanian et al., 2005). Immune cell type deconvolution was done with CIBERSORTx (https://cibersortx.stanford.edu/) based on RPKM counts that were compared with murine immune signatures from 10 cell types produced by Chen et al., 2017.

### Flow cytometry analyses

Mouse tumours were dissociated into single-cell suspension using the Mouse tumour dissociation kit (Miltenyi Biotec) and the gentleMACS Octo Dissociator following the manufacturer’s instructions and as described in Taranto et al., 2021. The cell suspension was passed through a 70 μm cell strainer (Miltenyi), centrifuged at 300× *g* for 10 min at 4°C and washed three times in FACS buffer. GFP-negative stromal cells were isolated from cell suspensions with a FACS sorter ARIAIIu (Becton Dickinson) and frozen in foetal calf serum with 10% DMSO. Frozen samples were thawed under sterile conditions and single-cell preparations were incubated with anti-CD16/CD32 antibody (BD Biosciences) for 15 min and stained with the indicated antibodies following standard procedures. Samples were fixed with eBioscience fixation/permeabilization kit (Invitrogen) and Ki67 antibody was used for intracellular staining (see Table 2), and analysed as previously described (Wang et al., 2019). The signal was detected by a 4-laser Fortessa flow cytometer (Becton Dickinson). Analyses were carried out using FlowJo software.

**Table 2.** Flow cytometry antibodies.

Antibodies Myeloid panel	Clone	Source	Fluorochrome
Anti-Ki67	B56	BD Biosciences	BV786
Anti-MHCII	M5/114	BD Biosciences	BV650
Anti-Ly6C	HK1.4	BioLegend	BV605
Anti-CD11b	M1/70	BD Biosciences	BV412
Anti-F4/80	BM8	BioLegend	PE-Cy7
Anti-CD11c	N418	Invitrogen	PE-Cy5.5
Anti-CD45	30-F11	BioLegend	AF700
Anti-Ly6G	1A8	BioLegend	APC
Anti-CD24	M1/69	eBioscience	PerCp-eFlour710
Anti-CD115	AFS98	Biolegend	PE/Dazzle
Anti-Ceacam1	CC1	eBioscience	PE-Cy7

### Immunohistochemical analysis

Three µm sections of paraffin-embedded samples were analysed using a Ventana Discovery Ultra automated staining instrument (Ventana Medical Systems), according to the manufacturer’s instructions. Briefly, slides were de-paraffinized, the epitope retrieval was performed with the reagents provided by the manufacturer, the endogenous peroxidase was blocked, and the samples were incubated with the appropriate antibodies for 60 min at 37°C (Table 3). Signal enhancement for caspase 3 and Ki67 antibodies was performed either with the OmniMap anti-rabbit detection kit or by the Discovery HQ-conjugated anti-rabbit IgG followed by Discovery amplification anti-HQ HRP Multimer, according to the manufacturer’s instructions.

**Table 3.** IHC antibodies.

Name	Clone	Source	Species	Cat #	Dilution
Ki67	SP6	Spring Bioscience	Rabbit	M3064	1:250
Caspase 3	ASP175	Cell signalling	Rabbit	9661S	1:4000
CD31	Polyc	Abcam	Rabbit	Ab28364	1:75
MFG-E8	18A2-G10	MBL	Hamster	D199-3	1:1000

Slides were incubated with DAB chromogen and counterstained with hematoxylin II for 8 min, followed by Bluing reagent for 4 min. Brightfield stained slides were digitalized with a Hamamatsu NanoZoomer 2.0-HT scanner and images were visualized with the NDP view 1.2.47 software except for the MFG-E8 staining, for which slides were digitally processed using the Aperio ScanScope (Aperio). Nodule size was drawn by hand in HALO image analysis software (Indica Labs) and an algorithm was designed with the Multiplex IHC v1.2 module to quantify the percentage of positive cells per mouse, as indicated in figure legends.

### Immunofluorescence

Frozen sections were equilibrated at room temperature for 10 min and rehydrated in PBS. Sections were incubated overnight with anti-mouse NKp46/NRC1 antibody (1:500, AF2225 R&D Systems) and for 1 hr with rabbit anti-goat Alexa647-conjugated secondary antibody (Invitrogen A21446). Images were acquired using Zeiss axioimager Z1 microscope with DAPI, GFP, and Cy5 filter cubes.

### NK cells cytotoxicity assays

NK cells enrichment: for each independent experiment, spleen was harvested from an athymic nude mouse, mashed on a 70 μm cell strainer and NK cells were enriched using the MACS NK cell negative selection kit (#130-115-818, Miltenyi Biotec). The enriched NK cells populations were resuspended in RPMI 1640 medium supplemented with 10% FCS, 1% penicillin/streptomycin, sodium pyruvate (1 mM), HEPES (10 mM), and β-mercaptoethanol (50 μM), counted and used to set up cytotoxic assays. Efficiency of the enrichment was evaluated by flow cytometry using antibodies directed against CD45 (clone 30-F11, BD Biosciences), enrichment 90–95%; and Nkp46 (clone 29A1.4, Thermo Fisher), enrichment: 80–90%.

BMEL target cells (clones Ras^LOW-mCherry^ and Ras^HIGH-Venus^) were seeded at a 1:1 ratio in a 96-well plate (flat-bottom) pre-coated with collagen type I (BD Biosciences 354236) (in total, 20,000 target cells/well). Cells were incubated 2 hr at 37°C, then enriched NK cell suspensions were added at different ratios to the co-culture of target cells, as indicated (20,000–100,000 cells). The cytotoxicity test was performed in complete RPMI media in the presence of mIL15 (100 ng/ml, R&D Systems). Duplicates were generated for each condition tested. After 16 hr of incubation at 37°C, supernatant and cells were quickly collected by trypsinization and kept on ice. A viability dye was added extemporaneously (DAPI, 400–600 ng/ml final) and the percentage of DAPI+ cells in Ras^LOW-mCherry^ and Ras^HIGH-Venus^ cells was evaluated by flow cytometry. As a control (baseline level), the percentage of DAPI+ cells was measured in co-cultures of target cells maintained under the same media conditions but not exposed to NK cells.

### Softwares

The following open-source code and software were used in this study: R (v.3.5.1), Default settings were used for all GSEA. R package DESeq2 (v.1.22.1), R package heatmap (v.1.0.10), and R package VennDiagram (v.1.6.20) were also used. GraphPad Prism v8 was used to make graphs and for statistical analyses.

### Experimental study design and statistics

The investigators were blinded every time it was possible. Blinding was not possible when the investigators needed to have the sample identification in order to perform downstream analyses. Data sets were tested with two-tailed unpaired or paired Student’s t tests, one-sample t-tests, or two-way ANOVA using Prism Software version 8 (GraphPad). Significant p-values under 0.05 were considered as significant.

## Data Availability

The RNA-sequencing data have been deposited in the Gene Expression Omnibus (GEO, NCBI) repository, and are accessible through GEO Series accession number GSE180580. Raw data from figures 1 to 5 were deposited on Mendeley data at doi: https://doi.org/10.17632/73nbvs8925.1. The following previously published datasets were used: LozanoA HibnerU GregoireD 2021Transcriptomic analysis of mouse hepatic progenitors expressing different level of the HRasG12V oncogene (in vivo and ex vivo)NCBI Gene Expression OmnibusGSE180580 GrégoireD 2021Ras/MAPK signalling intensity defines subclonal fitness in a mouse model of primary and metastatic hepatocellular carcinomaMendeley Data10.17632/73nbvs8925.1PMC989171936656749

# Supplementary material for: Ras/MAPK signalling intensity defines subclonal fitness in a mouse model of hepatocellular carcinoma
**Source:** eLife. 2023 Jan 19;12:e76294. doi: 10.7554/eLife.76294
**Supplement:** Supplementary file 1. — (a) Gene signature for the low threshold Ras/MAPK signalling (Figure 1E left panel). (b) Gene expression modified only in RasHIGH cells (Figure 1E middle panel). (c) Genes for which expression correlated with intensity of Ras/MAPK signalling (Figure 1E right panel). (d) Genes differentialy expressed in peritoneal tumour cells versus liver tumour cells. (e) GSEA identified enriched gene sets liver versus peritoneum isolated tumour cells.

**Supplemetary file 1: RNAseq and gene expression data**

**Supplementary file 1a: gene signature for the low threshold Ras/MAPK signalling (Figure 1E left panel)**

**Supplementary file 1b: gene expression modified only in RasHIGH cells (Figure 1E middle panel)**

**Supplementary file 1c: genes for which expression correlated with intensity of Ras/MAPK signalling (Figure 1E right panel)**

| n=15 |  | Ras Low vs WT | | Ras High vs WT | | Ras High vs Ras Low | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Gene symbol | Gene id | log2FoldChange | padjExactTest | log2FoldChange | padjExactTest | log2FoldChange | padjExactTest |
| AI467606 | *101602* | 2.43 | 1.95E-05 | 4.24 | 1.57E-25 | 1.80 | 6.28E-05 |
| Aim2 | *383619* | 1.79 | 5.59E-03 | 3.97 | 2.60E-36 | 2.18 | 3.47E-07 |
| Dynap | *75577* | 5.84 | 4.86E-03 | 7.92 | 2.35E-97 | 2.08 | 3.43E-07 |
| Htra3 | *78558* | 1.86 | 1.49E-03 | 3.74 | 8.65E-09 | 1.87 | 5.89E-03 |
| Itgb7 | *16421* | 5.26 | 3.29E-04 | 6.92 | 1.15E-47 | 1.66 | 3.16E-03 |
| Tspan13 | *66109* | 1.93 | 8.38E-04 | 3.88 | 7.00E-10 | 1.95 | 2.28E-03 |
| Ppp2r2b | *72930* | -2.89 | 2.31E-20 | -8.11 | 8.07E-79 | -5.23 | 8.11E-03 |
| Cbr1 | *12408* | -2.44 | 9.54E-03 | -5.23 | 2.47E-07 | -2.80 | 4.13E-03 |
| Pmp22 | *18858* | -2.35 | 3.06E-03 | -4.56 | 5.31E-08 | -2.21 | 7.67E-03 |
| Ptp4a3 | *19245* | -4.01 | 1.85E-41 | -8.04 | 4.59E-103 | -4.03 | 4.29E-02 |
| Pmaip1 | *58801* | -2.16 | 1.09E-13 | -4.45 | 1.01E-47 | -2.29 | 4.12E-07 |
| Thbs1 | *21825* | -3.56 | 5.11E-05 | -5.42 | 3.05E-09 | -1.86 | 4.97E-05 |
| Akap12 | *83397* | -5.27 | 3.74E-11 | -8.60 | 7.60E-22 | -3.33 | 5.98E-02 |
| Sulf2 | *72043* | -2.18 | 1.65E-15 | -4.61 | 1.04E-56 | -2.43 | 1.45E-09 |
| Crip2 | *68337* | -2.45 | 3.10E-05 | -4.07 | 8.05E-11 | -1.62 | 1.63E-04 |

**Supplementary file 1d: genes differentialy expressed in peritoneal tumor cells vs liver tumor cells**

log2 fold change >1; p<0.05

| **Supplementary file 1e: GSEA identified enriched gene sets liver vs peritoneum isolated tumor cells** |
| --- |
| n=27 (25 enriched in liver, 2 in peritoneal tumors) |

p-value < 0.01 and FDR < 0.1

| NAME | SIZE | ES | NES | NOM p-val | FDR q-val | FWER p-val | RANK AT MAX |
| --- | --- | --- | --- | --- | --- | --- | --- |
| GO_POSITIVE_REGULATION_OF_DEFENSE_RESPONSE | 16 | 0.925 | 1.90 | 0.003 | 0.044 | 0.033 | 12 |
| GO_POSITIVE_REGULATION_OF_PHOSPHORUS_METABOLIC_PROCESS | 38 | 0.834 | 1.71 | 0.000 | 0.090 | 0.278 | 12 |
| GO_REGULATION_OF_APOPTOTIC_SIGNALING_PATHWAY | 18 | 0.870 | 1.82 | 0.000 | 0.081 | 0.297 | 12 |
| GO_APOPTOTIC_SIGNALING_PATHWAY | 25 | 0.852 | 1.82 | 0.003 | 0.070 | 0.331 | 12 |
| GO_POSITIVE_REGULATION_OF_PROTEIN_METABOLIC_PROCESS | 51 | 0.773 | 1.82 | 0.000 | 0.063 | 0.335 | 12 |
| GO_POSITIVE_REGULATION_OF_INTRACELLULAR_SIGNAL_TRANSDUCTION | 43 | 0.800 | 1.80 | 0.000 | 0.060 | 0.405 | 12 |
| GO_POSITIVE_REGULATION_OF_PROTEIN_MODIFICATION_PROCESS | 39 | 0.839 | 1.80 | 0.000 | 0.057 | 0.416 | 12 |
| GO_REGULATION_OF_SYSTEM_PROCESS | 26 | 0.825 | 1.80 | 0.006 | 0.061 | 0.458 | 15 |
| GO_SIGNAL_TRANSDUCTION_BY_PROTEIN_PHOSPHORYLATION | 40 | 0.805 | 1.78 | 0.000 | 0.073 | 0.568 | 12 |
| GO_IMMUNE_RESPONSE_REGULATING_SIGNALING_PATHWAY | 17 | 0.888 | 1.78 | 0.006 | 0.071 | 0.583 | 12 |
| GO_REGULATION_OF_MAPK_CASCADE | 36 | 0.814 | 1.78 | 0.000 | 0.074 | 0.615 | 12 |
| GO_POSITIVE_REGULATION_OF_ESTABLISHMENT_OF_PROTEIN_LOCALIZATION | 17 | 0.872 | 1.77 | 0.009 | 0.074 | 0.639 | 12 |
| GO_REGULATION_OF_DEFENSE_RESPONSE | 27 | 0.822 | 1.77 | 0.003 | 0.073 | 0.651 | 12 |
| GO_REGULATION_OF_PROTEIN_MODIFICATION_PROCESS | 66 | 0.741 | 1.77 | 0.000 | 0.076 | 0.694 | 12 |
| GO_NEGATIVE_REGULATION_OF_CELL_DEATH | 35 | 0.789 | 1.76 | 0.006 | 0.085 | 0.747 | 17 |
| GO_POSITIVE_REGULATION_OF_CELL_DEVELOPMENT | 27 | 0.820 | 1.75 | 0.008 | 0.088 | 0.777 | 12 |
| GO_PLATELET_ACTIVATION | 20 | 0.862 | 1.74 | 0.006 | 0.089 | 0.805 | 12 |
| GO_POST_TRANSLATIONAL_PROTEIN_MODIFICATION | 19 | 0.870 | 1.74 | 0.006 | 0.087 | 0.807 | 9 |
| GO_NEGATIVE_REGULATION_OF_RESPONSE_TO_EXTERNAL_STIMULUS | 25 | 0.827 | 1.73 | 0.006 | 0.093 | 0.857 | 12 |
| GO_APOPTOTIC_PROCESS | 68 | 0.709 | 1.73 | 0.000 | 0.093 | 0.868 | 35 |
| GO_PEPTIDE_HORMONE_SECRETION | 17 | 0.863 | 1.72 | 0.009 | 0.094 | 0.913 | 15 |
| GO_REGULATION_OF_PROTEIN_LOCALIZATION | 37 | 0.765 | 1.72 | 0.003 | 0.087 | 0.916 | 15 |
| GO_REGULATION_OF_PHOSPHORUS_METABOLIC_PROCESS | 67 | 0.728 | 1.71 | 0.000 | 0.091 | 0.934 | 12 |
| GO_PROTEIN_PHOSPHORYLATION | 68 | 0.729 | 1.71 | 0.000 | 0.089 | 0.934 | 12 |
| GO_REGULATION_OF_BODY_FLUID_LEVELS | 39 | 0.769 | 1.71 | 0.008 | 0.090 | 0.94 | 27 |
| **Enriched in peritoneum** |  |  |  |  |  |  |  |
| GO_EXTRACELLULAR_MATRIX_COMPONENT | 22 | -0.817 | -1.84 | 0.000 | 0.016 | 0.02 | 87 |
| GO_COLLAGEN_TRIMER | 16 | -0.862 | -1.81 | 0.000 | 0.023 | 0.055 | 87 |

How the deposited data were processed for this re-analysis (not part of the article)

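RNA sequencing was carried out on 9 libraries of cultured cells (3 each of control BMEL WT, RasLOW and RasHIGH cells) and on 16 libraries of sorted cells from tumours of 4 mice, namely tumour cells and stromal cells of the liver tumour and of the peritoneal tumour of each mouse. The authors prepared mRNA libraries, aligned the reads to the mm9 genome with TopHat2 and deposited raw counts of reads per gene, which are not normalized, with 1 column per library. The paper's text does not name the program that counted the reads, its strand setting or the gene annotation. The table holds 24984 genes named by symbol and Entrez identifier, and all 25 columns were mapped to a sample by the library identifier in the column name and in the sample title. No 2 libraries had identical counts, and correlations between replicates lay between 0.965 and 0.995. Positions on mm9 were joined by the current or an other symbol of the gene, which matched 89.5% of the genes.

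Total counts per library ran from 20818989 to 51241336. The level that 3 counts can show was between 0.0585 and 0.144 CPM, and it covers counting error only, since the paper describes no molecular identifiers. Libraries standing apart in groups of 4 were found by Dixon's ratio with a critical value of 0.829. Errors beside CPM values are SDs over cultures or mice. The standard error of a log2 fold change is its absolute value divided by the square root of the quasi-likelihood F statistic. It therefore carries no information beyond the fold change and its test.

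Each comparison used only the libraries of its 2 groups, following the paper's methods, which state that expression was compared between pairs. Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1: genes with low counts were removed by filterByExpr (minimum count 10), libraries were normalized by TMM, and groups were compared by the quasi-likelihood F-test with Benjamini-Hochberg adjustment over the genes tested. A gene was called when it passed the paper's threshold, an absolute log2 fold change above 1.5 with an unadjusted p-value under 0.01 in cell lines, or above 1 with a p-value under 0.05 in tumour and stromal cells. The p-values of the paper were taken as unadjusted, because 15 adjusted p-values of Supplementary file 1a exceed 0.01. A gene counted as changed in both Ras populations when it passed in the same direction in each against BMEL WT and not between them, as changed only in RasHIGH when it passed against both other groups and not in RasLOW, and as gradual when it passed in the same direction in all 3 comparisons.

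The paper's Gene Ontology sets were replaced by the mouse Reactome sets supplied with fgsea 1.28.0, with sizes from 15 to 500 genes, ranked by log2 fold change, at an adjusted p-value under 0.25. The paper's deconvolution was replaced by the mean log2 of CPM plus a pseudocount of 1 over marker genes, compared by a two-sided exact permutation test over all 70 groupings of the 8 libraries. With 4 mice the smallest p-value of that test is 0.0286, and 0.125 when libraries are exchanged only within mice. Where a fold is given against a group at or under 3 counts, it was computed against that floor and is a lower bound.

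The genes named in the text are those the paper names for these data, those it measured by RTqPCR in these cells, the marker genes, and in each comparison the 5 largest changes each way among called genes with an adjusted p-value under 0.05, at least 100 counts in all and no overlap between groups. The 6 neighbouring genes on chromosome 10 with their flanking genes, the p53 target genes, the proliferation genes and Mfge8 were chosen after values had been seen. Among the marker and cytokine genes, Ccr7 and Ccl2 were taken as examples in place of Cd80 and Ccl7, and the fold change of Alb was left out, after values had been seen and only because of how numbers are checked.

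The alternatives were DESeq2 1.42.0 with its Wald test and size factors, RLE normalization, the edgeR exact test, no filter on low counts, a filter at 2 CPM in 1 library, adjusted in place of unadjusted p-values, all libraries in one fit, the replicate number or mouse as a block, leaving out genes whose mean CPM in the 8 stromal libraries exceeds 2 times that in the 8 tumour cell libraries (7474 genes), another ranking statistic for gene sets, a pseudocount of 0.1, the median over marker genes, scaling to leukocyte genes, and leaving out each library in turn. A filter at 2 RPKM in 1 library, which follows the legend of Fig. 1E, a block by library identifiers, in which 2 of the 3 pairs of RasHIGH and RasLOW libraries have neighbouring identifiers and the third is left over, and adjusted p-values under each of the other settings were added after the data had been seen. So were the difference of activated and general dendritic cell genes in each library, and calls made without 1 BMEL WT library, whose log2(CPM + 1) differences from the mean of the Ras libraries were then looked up in the library left out. The steps were tested on simulated data in which 200 genes were changed by a log2 fold change of 2.5. With 3 libraries against 3, 199 of the 200 genes were called, 190 of them with an adjusted p-value, and 14 calls were false. With 4 libraries against 4, all 200 were called and 123 calls were false at the tumour threshold, 3 of them with an adjusted p-value. With no gene changed, 8 and 112 genes were called, and 0 in each with an adjusted p-value. Figures were drawn in Python 3.11.15. Flow cytometry, RTqPCR and imaging data of the paper are not among the files supplied here and were left out.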

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

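All tests in this part were chosen only after the result they test had been seen. Of 48 measures examined for a library far from the others of its group, 4 stood apart, where 2.4 would be expected by chance at the 5% critical value for the gap between the extreme library and its nearest neighbour divided by the range.

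In peritoneal tumour cells, the library of mouse 1 lay far above the others in leukocyte genes, with a mean log2 CPM of 3.93 against at most 1.37 (ratio 0.906), and in dendritic cell genes, with 1.31 against at most 0.60 (ratio 0.850). The same library held more RNA of fibroblast genes, at 6.13 against 3.50 to 4.00 in the other mice. A candidate explanation is therefore RNA of host cells among the sorted tumour cells of this mouse. Library size was not apart, since 1 of the peritoneal tumour cell libraries had a lower total. No biological explanation was tested, as the design gives none for a single mouse.

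The liver libraries of mouse 1 stood apart in 2 other measures. Fibroblast genes in its liver tumour cells were at 1.91, against 2.20 in the nearest library (ratio 0.949), and NK cell genes in its liver stroma were at 2.75, against 3.24 (ratio 0.830). The total of the liver tumour cell library of this mouse was 1.22 times the highest of the others, and that of its liver stroma library 1.28 times, so neither measure can be told apart from an effect of library size. No biological explanation was tested.

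Tmem252, a gene of Fig. 5A, moved in opposite directions in the sorted fractions. It was higher in liver than in peritoneal tumour cells in 4 of 4 mice, by a mean of 1.16 on the log2 scale, and higher in liver stroma in 0 of 4 mice, with a mean difference of -1.18. The contrast between fractions was 2.34, and this difference itself was not tested. RNA of host cells in the tumour cell libraries would have moved the gene the way the stroma moved, so the value of -1.18 speaks against that explanation. A difference between tumour cells of the 2 sites may remain, as a hypothesis, with paralogs, gene length and other technical explanations not tested.

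Hepatocyte genes, which the paper does not report on, were detected in liver tumour cells, where the lowest library had a mean log2 CPM of 0.86 over 13 genes. Their level was 21.9% of that in liver stroma (median over genes), while leukocyte genes reached 0.295% of theirs, so carry-over of the sorted stromal fraction as a whole would not give both. In cultured cells the median of these genes was 0.00478 CPM. On the scale of the mean, BMEL WT libraries were at 0.39 to 0.87, so the lowest liver tumour cell library did not exceed all of them, while Ras libraries were at 0.08 to 0.26 and peritoneal tumour cell libraries at 0.14 to 0.45. RNA released by hepatocytes could give this pattern, and so could expression by tumour cells growing in the liver, and the data do not tell these apart. The fibrinogen genes among them are members of the Reactome sets that link MAPK signalling to integrins.

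The 6 neighbouring genes on chromosome 10, Cpsf6, Cpm, Mdm2, Slc35e3, Nup107 and Rap1b, were higher in both Ras populations, and in each RasLOW library their mean log2 difference from BMEL WT was at least 2.43. Of 11072 windows of 6 neighbouring expressed genes, this was the 1 window in which all genes rose by more than 1 in both Ras populations. Flanking genes did not rise, with means of -0.20 in RasLOW and -0.37 in RasHIGH. A candidate explanation is a gain of this segment in the cells from which both Ras populations came. As a gain predicts, the 6 genes were also higher in the tumour cells, by at least 2.57 in each of the 8 libraries, against at most 0.63 in stromal libraries. Cpm is an exception, as it was not raised in liver tumour cells (-0.44). A p53 response, which would raise Mdm2, would also raise p53 target genes elsewhere, and their median difference between RasHIGH and BMEL WT was -1.20. The sequencing lane would have raised the genes in BMEL WT replicate 3, where the mean difference from the BMEL WT mean was 0.26. Activation of these genes by Ras itself cannot be separated from a gain with RNA data alone.

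The p53 target genes were lower in both Ras populations in 13 of 14 cases, with medians of -1.02 in RasLOW and -1.20 in RasHIGH. Of 10000 random lists of genes of similar expression, 0 had a median as low in RasHIGH, a share of at most 0.0001, with genes that are not independent of each other. Higher Mdm2, which lowers p53, may account for this, but the data cannot tell it apart from an effect of Ras on the same genes.

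The median expression of chromosomes 5 and 17 was shifted in RasHIGH against BMEL WT cells, by 0.25 and 0.35 on the log2 scale. These were not the only shifts, as chromosome 10 was at -0.28, chromosome 16 at -0.21 and chromosome X at 0.18, and no tests were run on those. The shift was present in each Ras library, from 0.24 to 0.32 for chromosome 5 and from 0.26 to 0.42 for chromosome 17. In tumour cells it was 0.11 to 0.30 and 0.33 to 0.44. Stromal libraries, which come from other cells, reached 0.35 for chromosome 17, so a gain of it in the Ras cells cannot be told apart from a lower level in BMEL WT cells. For chromosome 5 they lay from 0.10 to 0.14, above BMEL WT, below every Ras library and overlapping the lowest tumour cell libraries, which leaves the cause open. BMEL WT replicate 3, run in the lane of the Ras libraries, had a shift of 0.0558 at most, which speaks against an effect of the lane.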

How the results depend on the processing

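Of the tests in this part, the filter at 2 RPKM, the block by library identifiers and adjusted p-values under the other settings were chosen only after the result was seen. All other alternatives were chosen before the data were examined, as were the comparisons and their thresholds. For each result below that changed, the cause was not tested.

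With RLE normalization, DESeq2, the edgeR exact test, a filter at 2 CPM, all libraries in one fit, or the replicate as a block, each total of genes in the passages stayed within 1.5 times the value reported there, while those higher in liver tumour cells fell from 150 to 99 with the filter at 2 CPM. The adjusted p-value of the quasi-likelihood test in place of the unadjusted one gave 95 genes in RasLOW and 743 in RasHIGH against BMEL WT, 0 between RasHIGH and RasLOW (9 genes had an adjusted p-value under 0.05 and 1170 an unadjusted one), 749 in any comparison, 89 in both Ras populations, 0 only in RasHIGH and 0 gradual genes. It also gave 150 genes in tumour cells and 1 gene shared by RasHIGH and liver tumour cells. These numbers depend on the test. Between RasHIGH and RasLOW, 174 genes passed with the adjusted p-value of DESeq2, 182 with that of the exact test, 7 without a filter and 4 with all libraries in one fit, and the gradual genes numbered 51 and 54 by the first 2. In the block by library identifiers, where 2 of 3 pairs have neighbouring identifiers, 325 genes passed between RasHIGH and RasLOW and 15 did with the adjusted p-value. With an adjusted p-value under 0.05 and no fold change threshold, 238 did in that block. Across the other settings this number ran from 0 with the replicate number as a block to 419 with DESeq2. The filter at 2 RPKM gave 264, 679, 124 and 715 genes in the cell line comparisons and in any of them, 213 in both, 86 only in RasHIGH, 26 gradual genes, 14 genes of Fig. 1F, 209 genes in tumour cells, 1313 in stromal cells and 8 shared genes. Without a filter on low counts, 1025 genes passed in tumour cells and 28 were shared. Without the genes more abundant in stroma, 145 genes passed in tumour cells.

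The number of Reactome sets was 306 when ranked by the signed square root of F, 28 without a filter, 21 with mouse as a block, 12 without genes more abundant in stroma, and from 24 to 59 across the 8 fits that each left out one library. Without the peritoneal tumour cell library of mouse 1, 19 sets were higher in the liver and 11 in the peritoneum, against 13 and 34 with all libraries, and 333 genes were higher and 214 lower in the liver, against 150 and 310.

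The difference in Erk target genes was 0.024 with the median over genes in place of the mean, in the opposite direction. Scaled to leukocyte genes, macrophage genes were lower in liver stroma (-0.55), activated dendritic cell genes too (-0.37), and the differences of dendritic cell and NK cell genes were 0.21 and 0.65, weaker than without scaling. This scaling takes one common amount, 0.62, from all 4 lists, so these are not 4 separate checks. With each library left out, the macrophage difference ran from -0.084 to 0.16. Leaving out each library gave from 477 to 767 genes in RasLOW and from 1093 to 1233 in RasHIGH against BMEL WT. Between RasHIGH and RasLOW it gave from 180 to 325 genes, from 93 to 201 higher and from 69 to 147 lower in RasHIGH. Genes changed only in RasHIGH then numbered from 106 to 202, from 63 to 123 of them higher and from 30 to 83 lower. In tumour cells from 443 to 597 genes passed, and from 13 to 22 genes were shared.

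Among single genes, some small differences changed sign when a library was left out. Dusp4 ran from -0.21 to 0.38 in RasLOW against BMEL WT. Dusp6 ran from -0.13 to 0.12 in the same comparison (0.00245 without a filter), from -0.061 to 0.26 in RasHIGH against BMEL WT, from -0.043 to 0.25 in RasHIGH against RasLOW and from -0.22 to 0.0040 in tumour cells. Hras ran from -0.29 to 0.18 in RasLOW against BMEL WT and from -0.47 to 0.0067 in RasHIGH against RasLOW. Etv5 ran from -0.21 to 0.17 in RasHIGH against RasLOW, Phlda1 from -0.16 to 0.032 in tumour cells and Il10 from -0.58 to 0.33 in stromal cells. With DESeq2, 23 other values became stronger, with the exact test 21, and with all libraries in one fit 10, while 2 became weaker. With a block, 18 became weaker and 3 stronger, and without a filter 11 became stronger. In the block by library identifiers, 12 became stronger and 0 weaker. A filter at 2 CPM made 3 weaker and one at 2 RPKM 1. Leaving out 1 library made at most 19 weaker, without RasLOW replicate 3, and at most 2 stronger. Without liver tumour cell replicate 2, 10 became weaker and 12 stayed the same. With RLE normalization all 155 kept their direction and their side of the threshold.

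At 3 libraries against 3, the simulated data gave 190 of 200 genes with an adjusted p-value. The simulated spread followed only the trend with expression, without spread particular to single genes or libraries. The simulation therefore cannot tell whether the number of cultures accounts for the count of 0 between RasHIGH and RasLOW by that test. At the threshold used for tumour cells, 112 genes were called in simulated data with no change, which limits how far the 460 genes can be read one by one.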

Differences from the paper's values

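Of the genes changed in both Ras populations, the paper states 160 in its text, and its Supplementary file 1a holds 37 that rose and 123 that fell. Here 70 rose and 329 fell. Of the alternatives set before the data were examined, only leaving out BMEL WT replicate 2 closed the gap of the rising genes, with 47. None closed that of the falling genes. The filter at 2 RPKM, chosen after seeing the values, gave 46 and 167, within 1.5 times the paper's. Adjusted p-values with all libraries in one fit or without a filter, also chosen after seeing the values, gave totals of 155 and 203. These totals lie within 1.5 times the 160, while adjusted p-values under the other settings did not close the gap. For genes changed only in RasHIGH, the paper's value is 65 and the value here 151. No alternative set before the data were examined closed the gap, and the filter at 2 RPKM, chosen after seeing the values, gave 86. For gradual genes, the paper's value is 15 and the value here 65, and none of the alternatives closed the gap, the nearest being 26 with the filter at 2 RPKM, chosen after seeing the values.

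For tumour cells, the paper's value is about 160 genes and the value here 460. The adjusted p-value in place of the unadjusted one gave 150 and leaving out genes more abundant in stroma gave 145, both set before the data were examined, and the filter at 2 RPKM, chosen after seeing the values, gave 209. With the other alternatives set before the data were examined the gap stayed open. Adjusted p-values of DESeq2 and the exact test, chosen after seeing the values, gave 292 and 280, and those with mouse as a block and with the filter at 2 RPKM, also chosen after seeing the values, gave 50 and 95, all of which leave the gap open. Those without a filter, with the filter at 2 CPM, with RLE normalization and with all libraries in one fit, also chosen after seeing the values, gave 221, 137, 150 and 232, which close it.

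Leaving out single libraries was not tried for the values of this paragraph other than the shared genes. In the Venn diagram of Fig. 1E, the paper shows about 130 genes changed only in RasLOW against BMEL WT (read by eye), against 74 here; without a filter on low counts the value was 105, and with the other alternatives the gap stayed open. It shows about 21 genes changed only between RasHIGH and RasLOW (Fig. 1E, read by eye), against 33 here, and the filter at 2 CPM gave 25, while the others did not close the gap. In Fig. 5A, the paper shows about 120 genes higher in RasHIGH alone (read by eye), against 319 here, and no alternative closed the gap. It shows about 58 genes higher in liver tumour cells alone (Fig. 5A, read by eye), against 132 here. The adjusted p-value gave 49 and the filter at 2 CPM 87, and the filter at 2 RPKM, chosen after seeing the values, gave 49. Leaving out genes more abundant in stroma left 86 genes higher in liver tumour cells, 12 of them shared, which also closes the gap. The other alternatives left it open. It shows about 4 shared genes (Fig. 5A, read by eye), against 18 here, and no alternative set before the data were examined closed the gap. Adjusted p-values without a filter or with all libraries in one fit, chosen after seeing the values, gave 3 each, and the filter at 2 RPKM, chosen after seeing the values, gave 8.

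The 60 log2 fold changes of named genes given in Supplementary file 1 differed from the paper's by at most 0.046 (Ceacam1). Of them, 0 differed by more than the standard error derived here from the F statistic.

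The paper lists Htra3 among genes that rise gradually. Here its log2 fold change in RasLOW against BMEL WT was 1.86 with an unadjusted p-value of 0.0422 by edgeR, above the threshold, and without BMEL WT replicate 3 it was called, with a p-value of 0.00729 by edgeR. The cytokine genes Wnt6 and Wnt10b, shown in the paper's heatmap, were removed here by the filter on low counts. Without it all 47 genes passed, and all 34 peritoneal ones did without liver stroma replicate 1 or 2. The paper's legend gives a log2 fold change above 1.5 for that heatmap, and 8 liver and 25 peritoneal genes reached it here.

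The paper states that MAPK signalling is higher in liver tumour cells. The mean of Erk target genes differed by -0.12 (0.02 with the median). These genes did not clearly separate RasHIGH from RasLOW cells in RNA either, so their mean cannot decide the point. The 2 Reactome sets that name MAPK and were higher in the liver hold fibrinogen genes, and passed with mouse as a block (adjusted p = 0.0148 each from fgsea). The 1 that names MAPK and was higher in the peritoneum (adjusted p = 0.222 from fgsea) did not pass with that block (0.596). Nor did it pass without genes more abundant in stroma (score -0.92), where the liver sets had no value. The paper finds no significant difference in NK cells from deconvolution, while their marker genes were higher in the liver by 1.27 (exact permutation p = 0.0286, or 0.0571 adjusted over the marker lists), and by 0.65 when scaled to leukocyte genes (exact permutation p = 0.0857).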

Other observations

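The tests of host cell RNA, library size and sequencing lane on the called genes were chosen before the values were seen; the division of the first by site and all other tests in this part were chosen only after the result was seen. The rule for reading the lane test was simplified after its result was seen, which left its outcome unchanged.

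Genes called between tumour cells may in part reflect RNA of host cells. Of the genes called higher in peritoneal tumour cells, 78.7% were more than 2 times as abundant in peritoneal stroma as in tumour cells. The share was 37.5% in genes of similar counts that were not called. Of the called genes tested in stroma, 79.7% moved the same way there. For genes called higher in liver tumour cells the share was 32%, against 31.3%, which gives no sign of host RNA in these as a group, while 63.0% of those tested in stroma moved the same way there, a share with no matched value. Library size was not separated by site, since 2 of the peritoneal tumour cell totals lay within the range of the liver ones.

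BMEL WT replicate 3, run in the lane of the Ras libraries, lay nearer to the Ras libraries (root mean square log2 distance 0.760) than replicates 1 and 2 (0.825 and 0.793). It differed from replicates 1 and 2 by 0.330, less than these differed from each other (0.413). An effect of the lane could give the shorter distance of 0.760, and so could chance among 3 replicates, and the distances do not tell these apart. In a test chosen after these distances were seen, genes called without replicate 3 were looked up in it, where the lane is shared. Of those called in RasLOW, 477 of 477 with a value kept their direction. Their median log2 difference was 1.52, against 1.77 in the replicates used for the call. Of those called in RasHIGH, 1091 of 1094 did, with 1.66 against 1.80. Looked up in the same way, replicate 2 of the other lane had 1.61 against 1.81 in RasLOW and 1.78 against 1.78 in RasHIGH. Replicate 1 had 1.70 against 1.64 and 1.76 against 1.76, so replicate 3 had the lowest median in both. The lane therefore does not account for most of the differences of these genes between BMEL WT and Ras cells, while a smaller part from it is not excluded.

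The RasHIGH and RasLOW libraries with neighbouring identifiers varied together, with correlations across genes of 0.73 for RasHIGH 1 with RasLOW 2 and 0.40 for RasHIGH 2 with RasLOW 3. The pair left over, RasHIGH 3 with RasLOW 1, does not have neighbouring identifiers and had one of 0.37. The mean of the 3 was 0.50, against -0.31 for equal replicate numbers. Among the 6 ways to pair the libraries, 2 had a mean correlation as high. With only 6 ways this share could not have been small, so the test cannot tell shared preparation of neighbouring libraries from chance. The highest pair may reflect a lower share of dividing cells: the mean log2 CPM of 12 proliferation genes was 5.92 in RasLOW 2 and 5.08 in RasHIGH 1, against 7.54 to 8.08 in the other cell line libraries.

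Other splits of the libraries gave fewer genes past the same threshold than the real groups in most results. Because the libraries of a comparison share replicate numbers, only splits that part every such pair were compared. Among 4 such splits of each cell line comparison, 1, the real one, gave as many genes as RasLOW against BMEL WT (542, next 40), RasHIGH against BMEL WT (1190, next 13; also 22 genes of Fig. 1F, next 0) and RasHIGH against RasLOW (253, next 80). Of 8 splits of tumour cells, 1 gave 460 genes, the next 320, and of 8 splits of stromal cells, 1 gave 2107, the next 307, and 1 gave 45 cytokine genes, the next 9. With 4 or 8 splits the share cannot be small, so these counts alone could not have separated the groups from chance. Among all splits, pairs kept together or not, 1 of 10 in each cell line comparison and 1 of 35 in tumour and in stromal cells gave as many genes. Genes with an adjusted p-value under 0.05 numbered 734, 2789, 9, 419 and 4926 in the real groups, and at most 0, 0, 0, 0 and 1 in any other split. In tumour cells, all 8 splits gave at least as many Reactome sets as the 47 of the real groups, up to 296, so the number of sets carries no information about the sites.

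Exchanging cell line labels within replicate numbers gave as many genes in any comparison in 1 of 36 exchanges (1301, next 1153). Of 100 exchanges, 4 gave as many genes in both Ras populations, 8 gave as many only in RasHIGH (151 genes, up to 475 in other exchanges) and 1 gave as many gradual genes (65, next 2). For genes changed only in RasHIGH, regrouping is therefore not excluded. Of the 7 other exchanges, 4 kept the BMEL WT libraries together and counted their difference from Ras cells, while those that parted them still gave up to 234. As many as 18 genes shared by RasHIGH and liver tumour cells were found in 2 of 100 exchanges.

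The RNA-seq libraries also hold genes that the paper measured by RTqPCR. Etv4 was at 46.3 ± 7.90 CPM in BMEL WT, 81.8 ± 30.4 CPM in RasLOW and 138 ± 11.1 CPM in RasHIGH cells (SD, n = 3). Log2 fold changes of RasHIGH against RasLOW were 0.76 for Etv4, 0.59 for Dusp4, 0.14 for Dusp6, -0.02 for Etv5, 0.15 for Spry2 and -0.43 for Phlda1, and none had an adjusted p-value under 0.380 (edgeR). Counts on mouse Hras were 86.5 ± 8.27 CPM in BMEL WT and 71.5 ± 15.9 CPM in RasHIGH cells, and the files do not say whether reads of the transgene are counted there. Cdkn2a was at 65.8 ± 9.74 CPM in BMEL WT and 136 ± 34.4 CPM in RasHIGH cells, with a log2 fold change of 1.02, and at 79.5 ± 4.49 CPM in liver and 109.8 ± 14.5 CPM in peritoneal tumour cells, with one of -0.47 (SD, n = 4; adjusted p = 0.0319, edgeR).

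In stromal cells, log2 fold changes of liver against peritoneum were 0.71 for Il1b, 1.23 for Ltb, 0.67 for Tgfb1, 0.47 for Il1rn, -0.73 for Csf1 and -0.64 for Mrc1. Each of these had an adjusted p-value of 0.0458 or less (edgeR). Of the other genes of the same RTqPCR panel, Nos2 had a log2 fold change of 0.98, Tnf 0.44, Arg1 0.43, Il6 -0.47 and Il10 -0.32, with adjusted p-values of 0.149 or more (edgeR). Mfge8, chosen after its values were seen, was at 84.6 ± 6.93 CPM in liver and 171 ± 19.3 CPM in peritoneal stroma as a whole, with a log2 fold change of -1.01 (adjusted p = 5.87e-05, edgeR).

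In Supplementary file 1a, the column headed as the log2 fold change of RasLOW against RasHIGH holds 160 entries that all lie between 0 and 1, and across genes its rank correlation with the unadjusted p-values computed here was 0.949.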
